# Dissection of stromal and cancer cell-derived signals in melanoma xenografts before and after treatment with DMXAA

**DOI:** 10.1038/bjc.2012.63

**Published:** 2012-03-13

**Authors:** K Henare, L Wang, L-Cs Wang, L Thomsen, S Tijono, C-Jj Chen, S Winkler, P R Dunbar, C Print, L-M Ching

**Keywords:** melanoma, xenografts, stroma, cytokines, DMXAA

## Abstract

**Background:**

The non-malignant cells of the tumour stroma have a critical role in tumour biology. Studies dissecting the interplay between cancer cells and stromal cells are required to further our understanding of tumour progression and methods of intervention. For proof-of-principle of a multi-modal approach to dissect the differential effects of treatment on cancer cells and stromal cells, we analysed the effects of the stromal-targeting agent 5,6-dimethylxanthenone-4-acetic acid on melanoma xenografts.

**Methods:**

Flow cytometry and multi-colour immunofluorescence staining was used to analyse leukocyte numbers in xenografts. Murine-specific and human-specific multiplex cytokine panels were used to quantitate cytokines produced by stromal and melanoma cells, respectively. Human and mouse Affymetrix microarrays were used to separately identify melanoma cell-specific and stromal cell-specific gene expression.

**Results:**

5,6-Dimethylxanthenone-4-acetic acid activated pro-inflammatory signalling pathways and cytokine expression from both stromal and cancer cells, leading to neutrophil accumulation and haemorrhagic necrosis and a delay in tumour re-growth of 26 days in A375 melanoma xenografts.

**Conclusion:**

5,6-Dimethylxanthenone-4-acetic acid and related analogues may potentially have utility in the treatment of melanoma. The experimental platform used allowed distinction between cancer cells and stromal cells and can be applied to investigate other tumour models and anti-cancer agents.

Melanoma accounts for nearly 80% of skin cancer-related deaths, and the incidence of melanoma is increasing rapidly. Melanoma progression involves complex interactions between tumour cells and the non-malignant cells of the tumour stroma (Ch’ng and Tan, 2009). These stromal cells include tumour fibroblasts, which express growth factors such as TGF*β*2 that act on the adjacent tumour cells (van Zijl *et al*, 2009), as well as proteins of the extracellular matrix, which are modified by matrix metalloproteinases derived from tumour cells to regulate tumour invasion and angiogenesis (Kalluri, 2003). Another important component of the melanoma stroma is the vascular endothelial cells, as angiogenesis and a functioning vasculature are necessary in all stages of melanoma progression (Garcia-Barros *et al*, 2003). The interactions of the melanoma cell with its stroma are complex (Ilkovitch and Lopez, 2008) and are incompletely understood. Methodologies that allow the network of messages within the tumour to be dissected would aid in our determination of the mechanisms by which the stroma influences melanoma biology. They will also promote our understanding of how we may disrupt these interactions with novel stromal-targeting agents to impede tumour progression, and how these interactions are altered by traditional chemotherapies that target tumour cells.

Significant benefits for melanoma patients have been obtained through targeted modification of tumour vasculature, immunity and inflammation, such as IFN-*α* (Moschos *et al*, 2006) and isolated limb perfusion of high-dose TNF-*α* therapies (Lienard *et al*, 1992). Ipilimumab, a monoclonal antibody to CTL-4 (Sanderson *et al*, 2005), was recently approved for metastatic melanoma and numerous other immunological approaches for melanoma are also under development (Parmiani *et al*, 2003; Smith *et al*, 2005). In addition, approaches that act to alter the cytokine milieu within tumours, changing the microenvironment from one that is pro-tumour to one that is non-conducive to tumour growth are beginning to make an impact. Examples of these approaches include antagonists of TGF-*β* (Ge *et al*, 2006; Nam *et al*, 2008) and 5,6-dimethylxanthenone-4-acetic acid (DMXAA), a small molecule cytokine inducer (Ching *et al*, 1999a; Joseph *et al*, 1999), developed at the Auckland Cancer Society Research Centre (Rewcastle *et al*, 1991).

In addition to its direct pro-apoptotic action on the tumour vasculature (Ching *et al*, 2002, 2004), DMXAA induces cytokine synthesis *in situ* in the tumour (Ching *et al*, 1999a; Joseph *et al*, 1999). The induced cytokines elicit a cascade of responses: irreversible vascular shutdown, tumour ischaemia and haemorrhagic necrosis (Lash *et al*, 1998) that can result in tumour growth inhibition even in an immunodeficient host. In immunocompetent hosts, the elicited cytokines additionally lead to augmentation of systemic immune cytotoxic T cell activity against the tumour (Jassar *et al*, 2005), an essential component for long-term tumour regressions induced with this class of compounds (Bibby *et al*, 1991; Ching *et al*, 1992).

DMXAA has shown activity against a wide range of preclinical tumour models (Kanwar *et al*, 2001; Jassar *et al*, 2005; Seshadri *et al*, 2006; Seshadri and Ciesielski, 2009), and phase II trials of DMXAA in combination with standard chemotherapy were carried out against ovarian (Gabra and Jameson, 2007), prostate (Pili *et al*, 2010) and lung cancers (McKeage *et al*, 2008). Following promising results in phase II, Novartis sponsored two phase III studies (ATTRACT-1 and ATTRACT-2) of DMXAA in combination with carboplatin and paclitaxel for lung cancer. Although both phase III trials against lung cancer were recently discontinued after interim analysis of the results, DMXAA may potentially have utility against other types of cancers such as melanoma, especially in combination with newer immunological approaches, and provides a paradigm for other derivatives of this class.

In this communication, we describe a multi-modal approach to investigate the distinct effects of a treatment on stromal cells and the cancer cells, using DMXAA and its effects on A375 human melanoma xenografts in nude mice as a proof-of-principle. The experimental platform developed here can be easily applied to other tumour models to better define tumour–stroma crosstalk and to define the mode of action of other stromal-targeting agents.

## Material and Methods

### DMXAA

DMXAA was synthesised as the sodium salt at the Auckland Cancer Society Research Centre (Rewcastle *et al*, 1991) and dissolved fresh for each experiment in saline. 5,6-Dimethylxanthenone-4-acetic acid was administered to mice by intra-peritoneal injection at 25 mg kg^−1^.

### Mice and tumour inoculations

Immunodeficient CD-1 nude mice and RAG-1 knockout (RAG-1^−/−^) mice were bred at the Vernon Jansen Unit, Auckland University. All experiments conformed to local institutional guidelines that meet the standards required by the UKCCCR guidelines. Melanoma lines NZM1, NZM2, NZM3, NZM4 and NZM7, developed from surgical specimens obtained from patients with informed consent, were maintained as previously described (Marshall *et al*, 1993). Xenografts from these lines were initiated by inoculation of 10^7^ cells into the left flank of RAG-1^−/−^ mice. The A375 melanoma line (ATCC no. CRL-1619) was maintained in DMEM media supplemented with 10% FCS, and 10^6^ cells were inoculated subcutaneously into CD-1 nude mice.

### Determination of haemorrhagic necrosis and tumour growth inhibition

Tumours between 8 and 10 mm in diameter were used for haemorrhagic necrosis determinations. Mice with tumours were treated with DMXAA and the tumour excised at 4 or 24 h after treatment. Part of each tumour was fixed in formalin, paraffin-embedded, sectioned and haematoxylin and eosin-stained. Montages of entire tumour sections were acquired (Image Pro PLUS 7.0, Media Cybernetics Inc, Bethesda, MD, USA) at an original magnification × 10 (Nikon TE2000E microscope, Nikon Inc., Kawasaki, Japan). Using Image J 1.45 s software (National Institutes of Health, Bethesda, MD, USA), a grid with 80-*μ*m intersections was overlaid over each montage and the number of grid intersections over necrotic regions as a percentage of the total number of grid intersections was calculated. One entire section from the widest part of the tumour was scored and the mean±s.e.m. of *n*=5 tumours per group was calculated. Data from treated tumours were compared with that of untreated control tumours using one-way ANOVA and Tukey's *post hoc* test and were considered significantly different when *P⩽*0.05.

Growth inhibition studies were initiated when the tumours were 3–4 mm in diameter. Mice (six per group) with tumours were treated with DMXAA and another group was left untreated. Tumours were measured thee times weekly thereafter and tumour volumes were calculated as 0.52*a*^2^*b* where *a* and *b* are the minor and major axes of the tumour. The arithmetic mean±s.e.m. was calculated for each time point and expressed as a fraction of the pre-treatment volume. Delay in tumour re-growth was determined as the number of days required for the treated tumours to return to pre-treatment volumes. Data from treated and untreated tumours were compared using repeated measures two-way ANOVA and Bonferroni *post hoc* test and was considered significantly different when *P⩽*0.05.

### Measurement of cytokines

Tumours between 8 and 10 mm in diameter from untreated or DMXAA-treated mice were excised following cervical dislocation, and weighed and homogenised in 200 *μ*l PBS containing 1 : 100 Sigma Protease Inhibitor Cocktail (Sigma, St Louis, MO, USA). Samples were re-centrifuged and the supernatants stored at −80 °C until assayed for both murine (stromal cell-derived) or human (melanoma cell-derived) cytokines using non-cross-reacting murine and human multiplex cytokine kits (MILLIPLEX MAP Human Cytokine/Chemokine – Premixed 42 Plex, catalogue no. MPXHCYTO-60K-PMX42, and MILLIPLEX MAP Mouse Cytokine/Chemokine – Premixed 32, Plex catalogue no. MPXMCYTO-70K-PMX32, Millipore Corporation, Billerica, MA, USA). Concentration of each cytokine present was read using the Luminex 100 instrument (Luminex Corporation, Austin, TX, USA). The cytokine concentration (picogram per gram of tumour) from three mice per group were expressed as mean±s.e.m. Data between two groups were compared using unpaired Student's *t*-tests or ANOVA, if multiple comparisons were made and were considered significant when the *P*-value was *⩽*0.05.

### Characterisation of tumour-infiltrating leukocytes

Tumours excised at various times after DMXAA treatment were digested with collagenase I (250 U ml^−1^) and dispase (1.66 U ml^−1^; Gibco-URL, Grand Island, NY, USA) at 37 °C for 2 h to yield a single-cell suspension. Erythrocytes were removed using red blood cell lysis buffer (0.15 M ammonium chloride, 10 mM potassium bicarbonate, 0.1 mM EDTA, in sterile MilliQ water (Millipore), pH 7.2–7.4), and the leukocyte fraction was isolated by Ficoll-Paque PLUS (Pharmacia, Uppsala, Sweden) density centrifugation. Leukocytes were labelled with either of two panels of fluorophore-conjugated rat and hamster antibodies described in the Supplementary Methods, or left as unstained controls, in order to identify leukocyte subsets by flow cytometry. Compensation was carried out using a BD CompBeads Anti-Rat and Anti-Hamster Ig *κ*/Negative Control Compensation Particles Set (BD Biosciences, San Jose, CA, USA). Cell populations were analysed using the FACS Aria II cell sorter and Flow Jo 7.6 (TreeStar Inc., Ashland, OR, USA). Labelling was carried out on leukocytes extracted from five tumours pooled for each time point.

### Immunofluorescence staining of tumour sections

Excised tumours were snap frozen and stored at −80 °C until sectioned (7 *μ*m) for immunostaining as previously described (Angel *et al*, 2006, 2009; Lloyd *et al*, 2008). Primary rat anti-mouse antibodies used in these studies were: FITC-labelled anti-CD11b (BD Pharmingen, San Diego, CA, USA), unconjugated anti-F4/80 (Serotec Inc., Raleigh, NC, USA) and unconjugated anti-Ly6G (BD Pharmingen). Sections were first incubated with rat anti-F4/80 or anti-Ly6G, then Alexa Fluor 555-conjugated anti-rat IgG (Molecular Probes, Invitrogen, Camarillo, CA, USA). After blocking with 5% rat serum, sections were probed with FITC-labelled anti-CD11b, subsequently detected with an Alexa Fluor 488-conjugated anti-FITC antibody (Molecular Probes, Invitrogen). Cell nuclei were detected using DAPI stain. Washed sections were mounted with Prolong Gold (Invitrogen) and visualised sequentially using the 350 nm (blue), 470–490 nm (green), and 515–560 nm (red) excitation filters on a Leica DMRE microscope (Leica, Cambridge, UK) and photographed using a Leica DC500 camera (Leica). Sequential images were processed using Portia (CytoCode, Auckland, New Zealand, www.cytocode.com). The amount of autofluorescence was determined using unstained negative controls, and sections stained only with Alexa Fluor 555 anti-rat IgG or Alexa Fluor 488 anti-FITC were used to identify any non-specific binding of the secondary antibodies. These sections were also used to set the input levels for each colour such that the background autofluorescence was reduced to zero, and this setting was applied to every image. Three individual tumours per group were stained and a representative image from each group is presented.

### RNA preparation and microarray hybridisation

RNA was isolated by homogenising frozen tumours in TRIzol reagent (Invitrogen, Carlsbad, CA, USA), resuspended in RNAase-free water (Ambion, Austin, TX, USA), and further purified using the RNA-Midi Kit according to the manufacturer's instructions (Qiagen Inc., Valencia, CA, USA). The final product was eluted in RNAse-free water, and RNA integrity assessed by capillary gel electrophoresis using an Agilent Technologies 2100 Bioanalyser (Agilent technologies UK Limited, Cheshire, UK), and frozen at −80 °C until analysis. The RNAs were used as templates to prepare Biotin-labelled complex cRNAs that were hybridised separately to both human U133plus2 and mouse 430 v2.0 Affymetrix gene chips, according to standard Affymetrix protocols (Affymetrix, High Wycombe, UK).

### Analysis of microarrays

*(a) Analysis of the cross-hybridisation potential of Affymetrix probe sets*: Since xenografts contain RNAs derived from two different species, a control experiment was carried out to estimate the potential for cross-species hybridisation of specific human and mouse probe sets in our experimental context. Control RNAs from both human (cultured A375 cells) and mouse (a mixture of tissues from lymph node, skin and vascular regions of subcutaneous fat) were hybridised to both human U133plus2 and mouse 430 v2 gene chips. From these human-on-human, mouse-on-human, mouse-on-mouse and human-on-mouse microarray data, we generated lists of probes sets that had the potential to hybridise across species, as described in the Supplementary Methods. This approach identified 7176 mouse 430 v2 probe sets and 7797 human U133plus2 probe sets that may potentially cross-species hybridise, representing 16% and 14% of the probe sets on the human and mouse gene chips, respectively (Supplementary File 1). Conversely, we identified a second set of transcripts that were unlikely to cross-species hybridise. These probe sets: (i) were not in the lists above of probe sets with potential for cross-species hybridisation and, (ii) in addition, the RNA from the other species was shown to be present and therefore to be capable of producing a cross-species hybridising signal. This approach identified 6105 mouse 430 v2 probe sets and 7163 human U133plus2 probe sets that were unlikely to cross-species hybridise (Supplementary File 1).

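The brighter human probe set of HBE1, an embryonic haemoglobin gene, had a value of 12.57 (log2) with RNA of mouse tissues and 4.13 with RNA of cultured A375 cells. The human probe set of VEGFA had 8.71 with mouse tissue RNA and 10.02 with A375 RNA. On the mouse chip, 1 of 2 probe sets that the study lists as haemoglobin alpha had 8.81 with A375 RNA and 13.60 with mouse tissue RNA, and the other 3.37 and 12.83. Apart from the last, these were among 585 of 45037 mouse probe sets (1.30%) and 290 of 54613 human probe sets (0.531%) whose signal with RNA of the other species was at least 0.6 times the mean signal of BioB, a bacterial transcript added to every hybridisation, on the linear scale. When 0.6 times BioB was taken on the log2 scale, the numbers were 4312 (9.57%) and 4762 (8.72%). Each control RNA was hybridised to 1 array of each chip, so these counts have no replicate check.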

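SOD1, which encodes a superoxide dismutase, and FN1, which encodes fibronectin, were read almost only from human RNA on the human chip. SOD1 had a value of 11.28 (log2) with A375 RNA and 4.21 with mouse tissue RNA, and FN1 had 8.25 and 4.20. On the mouse chip, the metallothionein gene Mt1 had 10.26 with mouse tissue RNA and 2.98 with A375 RNA. In all, 4021 mouse probe sets (8.93%) and 7784 human probe sets (14.3%) reached the signal of the 3' BioB probe set with RNA of their own species and stayed under 0.6 times mean BioB with RNA of the other. Cxcl10, Il6 and Ifnb1 on the mouse chip were not among them, because mouse tissue RNA gave values of 6.93, 3.72 and 3.45, under the 3' BioB value of 8.64 on that array.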

*(b) Analysis of xenograft transcripts*: Mouse and human data from untreated and DMXAA-treated tumours (*n*=5 each) were normalised at the probe level using the RMA algorithm from the Bioconductor *Affy* package. The mouse and human gene chips were normalised separately and data were log_base2_-transformed. 

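Leaving out the probe sets with a signal from the other species removed 1 probe set that the study lists as haemoglobin alpha from the stromal probe sets that changed, and kept the other 28 of 29 over the 44452 mouse probe sets left (limma, adjusted p under 0.05). Probe sets that met an unadjusted p under 0.05 and a fold change of at least 1.5 numbered 165 raised and 151 lowered in the stroma without them, against 166 and 150 with all probe sets. For A375 cells the numbers were 130 raised and 91 lowered among 54323 human probe sets, against 131 and 91. Among the probe sets at these criteria, the other species' RNA reached 0.6 times mean BioB for 1 of 316 mouse and 2 of 222 human probe sets, the brighter HBE1 probe set among the latter. With 0.6 times BioB taken on the log2 scale it was 14 and 10, and 3 of the 29 stromal probe sets that changed in place of 1. The study's own lists mark more, 20 of 238 stromal and 9 of 147 A375 probe sets, as likely to hybridise across species. Its marks come from control arrays normalised at the probe level on spike-in controls. The counts here come from the deposited values, so the 2 measures are not alike.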

The RMA normalised data were not significantly altered by exclusion of the probes/probe sets estimated to be likely to cross-species hybridise, therefore, all probe sets were used for further analysis. The Ingenuity Pathways Analysis (IPA) database (http://www.ingenuity.com) was used to identify putative activation of molecular pathways by DMXAA. To assess the likelihood of identifying gene lists that appeared to be enriched for molecular pathways by chance alone, we performed permutation analyses as described in the Supplementary Methods. Our gene array data are available from the Gene Expression Omnibus web repository, accession number GSE26308. All manipulation of the data was performed within the bioinformatic environment R (www.r-project.org), using modules from the Bioconductor Affy and LIMMA packages.

### Species-specific quantitative RT–PCR (qRT–PCR)

Complementary DNA was produced from oligodT-primed mRNA using the Omniscript RT Kit (Qiagen). Primers for the putative DMXAA-regulated mRNAs *CCL3*, *CCL4* and *CCL7* and ‘housekeeping controls’ *YWHAZ* and *PPIA* were designed with a 3′ base difference between species and their species-specificity confirmed using RT–PCR of control RNAs from mouse and human cells. Melting curves were calculated to ensure purity of PCR products. Cycle thresholds for *CCL3/MIP-1α*, *CCL4/MIP-1β* and *CCL7/MCP-3* were normalised for total RNA content using the average of the *YWHAZ* and *PPIA* signals. This analysis was performed in two separate experiments of two and three xenografts, respectively.

## Results

### Antitumour activity of DMXAA on A375 melanoma xenograft histology and growth

A multi-modal approach to analysing the effects of DMXAA on human A375 melanoma xenografts in nude mice was carried out. First, we examined the effects of DMXAA on the histology of the A375 melanoma xenografts. A single dose of DMXAA at 25 mg kg^−1^ induced 34±9% at 4 h (Figures 1B and D), and 84±8% at 24 h (Figures 1C and D) haemorrhagic necrosis that was significantly greater than that observed in untreated (7±4%) xenografts (Figures 1A and D). In a separate experiment, we compared the growth of A375 xenografts untreated, and following treatment with single dose of DMXAA at 25 mg kg^−1^. 5,6-Dimethylxanthenone-4-acetic acid treatment delayed A375 re-growth by 26 days, with significant differences in tumour volume obtained 36 days post treatment compared with untreated controls (Figure 1E).

### Effects on stromal cell infiltrates following DMXAA treatment

The leukocyte content of the A375 melanoma xenografts was next examined. CD45^+^ leukocytes per gram tumour weight increased nearly five-fold 3 days after treatment with DMXAA (Figure 2B), when tumour weight had decreased by 70% (Figure 2A). Multi-channel FACS analysis was used to characterise the leukocyte population in xenografts (Figure 2C). Neutrophil (CD11b^+^Ly6G^+^ cells) numbers showed the greatest change and by 3 days had increased over 10-fold (Figure 2C). Monocytes and macrophages decreased in numbers over the first 24 h, but after 3 days, cells with the phenotype of mature macrophages (CD11b^+^F4/80^+^) had increased five-fold. A sharp peak of NKp46^+^ NK cells was seen only on day 3. CD11c^+^ dendritic cells were not detected before or after DMXAA treatment (Figure 2C). (See Supplementary Figure 1 for gating and dot plots.)

The spatial distribution of the neutrophils and macrophage/monocyte populations in untreated and treated A375 xenografts was examined using double immunofluorescence labelling of sequential cryosections (Figure 3). Untreated A375 xenograft sections showed the presence of CD11b^+^F4/80^+^ macrophages in the capsule and periphery of the tumours (Figure 3B), and no Ly6G^+^ neutrophils (Figure 3C). One day after DMXAA treatment, both macrophages (CD11b^+^F4/80^+^; Figure 3E) and neutrophils (CD11b^+^Ly6G^+^; Figure 3F) were seen within the tumour parenchyma. On day 3, the majority of the CD11b^+^ cells in the tumour also expressed the Ly6G marker indicating that the infiltrate was primarily neutrophils (Figure 3I), and these cells were still present 7 days after treatment (Figure 3L). The immunofluorescence studies carried out using three tumours per time point (Figure 3) confirm those obtained with flow cytometry analyses of the leucocyte populations carried out using five pooled tumours for each time point (Figure 2C).

### Dissection of the cytokine response induced in stromal cell and melanoma cells

Cytokines in A375 xenografts before and 4 h after treatment were assayed using human and murine multiplex cytokine panels. A number of human cytokines were detected above lower limits of detection of the assay in the untreated A375 xenografts: most notably, MCP-1, GRO, IL-8 and FGF-2 (Figure 4A). Following DMXAA treatment, significant increases in both human (Figure 4A) and murine cytokines (Figure 4B) were observed. Human, melanoma cell-derived cytokines elevated by DMXAA included GM-CSF, IL-6, IP-10, MCP-1, GRO and IL-8 (Figure 4A). Murine, stromal cell-derived cytokines elevated by DMXAA included eotaxin, G-CSF, IL-6, IP-10, MCP-1, MIP-1*α*, MIP-1*β*, RANTES, and TNF-*α*, KC, MIP-2, and LIX (Figure 4B). 5,6-Dimethylxanthenone-4-acetic acid treatment induced higher concentrations and a greater number of stromal cell-derived cytokines compared with A375-derived cytokines.

When the cytokine profiles produced in xenografts from five other human melanoma lines, NZM1, NZM2, NZM3, NZM4 and NZM7 derived from New Zealand melanoma patients (Marshall *et al*, 1993) were compared, DMXAA was shown to induce a consistent panel of stromal cell-derived cytokines: G-CSF, IL-6, IP-10, KC, MCP-1, MIP-1*α*, RANTES and TNF-*α* in all five NZ melanoma xenografts (Figure 5A). In contrast, the melanoma cell-derived cytokines produced constitutively or in response to DMXAA varied between cell lines (Figure 5B). Again, higher concentrations and a larger panel of stromal-derived murine cytokines were observed compared with melanoma-derived human cytokines.

### Global mRNA expression in tumour and stromal cells

We next examined the separate transcriptomes of the tumour cells (human) and stromal cells (murine) by microarrays in the five treated and five untreated A375 xenografts. We identified the global mRNA profiles of the stromal and A375 melanoma cells of the untreated xenografts and how these profiles were affected by DMXAA. Labelled RNAs from each of five untreated and five DMXAA-treated xenografts were hybridised to both human (U133plus2) and mouse (430v2) Affymetrix microarrays. 

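RNA from 10 A375 tumours, 5 from untreated mice and 5 taken 4 h after 25 mg per kg DMXAA, was measured on both chips. A375 is a human melanoma cell line, so the human chip reads mainly the tumour cells and the mouse chip the host stroma. The deposited values are log2 values that the authors made with RMA. Probe sets other than Affymetrix controls numbered 45037 on the mouse chip and 54613 on the human chip. Replicates 1 and 2 of each group were taken as the first experiment and replicates 3 to 5 as the second. Their sample names differ in form on the human chip alone, and their median values lay apart on both chips, at 4.65 to 4.68 and 4.91 to 4.95 on the mouse chip and at 5.17 to 5.25 and 6.17 to 6.25 on the human chip. The difference between DMXAA and untreated tumours was therefore fitted with limma within experiments and adjusted by the Benjamini-Hochberg method over all probe sets of a chip. "Rose" and "fell" stand for an adjusted p under 0.05, and the study's criteria for an unadjusted p under 0.05 with a fold change of at least 1.5. A gene was read from its brightest probe set with 1 gene name in the annotation of the chip (34945 mouse and 41091 human probe sets have 1 name). Between 0.802% and 4.19% of the mouse probe sets and between 3.93% and 23.4% of the human probe sets of an array reached the mean BioB signal. DMXAA replicate 2 stood apart within the first experiment. Its 3' minus 5' difference of the actin control on the human chip was 3.52 (log2), against 0.99 to 2.05 on the other 9 arrays. The tumours are described as 5 untreated and 5 treated xenografts, whether any came from 1 mouse is not stated, and p-values measure the spread between these tumours.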

The problem of potential cross-species hybridisation (Harrell *et al*, 2008) was addressed in a control microarray experiment (see Materials and Methods), where we generated a list of probe sets that clearly hybridised to RNA from the other species, and a list of probe sets that were unlikely to cross-species hybridise (Supplementary File 1). Linear models (LIMMA) were used to identify and rank DMXAA-induced or -repressed RNAs. Human and murine probe sets with a differential expression *P*-value <0.05 and a fold change ⩾1.5 up or down were selected for further analysis (listed in Supplementary Files 2 and 3). To illustrate these changes, the most significantly differentially expressed 25 probe sets in human and mouse are shown in heat maps in Figure 6.

### RNAs and molecular pathways activated by DMXAA in A375 xenografts

In stromal cells, according to the criteria described above, DMXAA appeared to downregulate 98 probe sets, of which 49 could be mapped to known RNA transcripts, and 49 represented uncharacterised ESTs. 

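Cstf2t, Sesn1 and Snx5 fell in the stroma. Cstf2t, which encodes a subunit of the factor that stimulates cleavage of messenger RNA precursors, was at 6.20 ± 0.72 (log2, SD, n = 5) in untreated and 5.45 ± 0.66 (SD, n = 5) in DMXAA-treated tumours, a log2 fold change of -0.75 (standard error 0.08, adjusted p = 0.00565 from limma). Sesn1, a p53 target of the sestrin family, had a log2 fold change of -1.14 (standard error 0.15, limma adjusted p = 0.0216), and Snx5, a sorting nexin of endosomes, one of -0.70 (standard error 0.11, limma adjusted p = 0.0434). Each was lower than the untreated mean of their experiment in 5 of 5 DMXAA tumours. The size for Snx5 is not exact, because its mean of 3.33 in DMXAA-treated tumours lay under the lower quartiles of those arrays (3.64 to 3.89). The lysosomal acid lipase gene Lipa had -2.08 (limma adjusted p = 0.0726) and the G protein regulator Rgs19 -0.75 (limma adjusted p = 0.0599), and neither passed. At the study's criteria, 150 probe sets were lower. The number was 290 without untreated replicate 1, 485 without DMXAA replicate 1 and 102 without DMXAA replicate 2. It was 41 without the experiment term, and 68 and 448 in the first and second experiments alone. With 1 array left out at a time, Sesn1 passed only without untreated replicate 2, DMXAA replicate 1 or DMXAA replicate 2 and Snx5 only without DMXAA replicate 1 or 2, with limma adjusted p up to 0.101 and 0.2003, while Cstf2t passed each time and Lipa passed without DMXAA replicate 3 (limma adjusted p = 0.00366) and Rgs19 without DMXAA replicate 2 (limma adjusted p = 0.0448). None of the 3 passed without the experiment term or with the replicate number as a block, nor Snx5 with median-centred values.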

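The probe sets that rose most in the stroma were those of the cytokine genes Il6, Cxcl10 and Ifnb1 and the interferon-stimulated genes Ifit1 and Rsad2, by 3.98 to 5.01 (log2). Ccl7, Ccrl2, 1 of 2 probe sets that the study lists as haemoglobin alpha, Mx1 and Tnfaip3 followed, at 2.45 to 2.60. This haemoglobin probe set went from 10.46 to 13.02, a log2 fold change of 2.56 (standard error 0.39, adjusted p = 0.0434 from limma), and the other had 2.82 (standard error 0.50, limma adjusted p = 0.0989) and did not pass. Other haemoglobin probe sets of that list had 0.78 and 1.08 (limma adjusted p = 0.155 and 0.490). Those of Hba-a2 and Hba-a1 outside it had 0.16 and 0.05 (limma adjusted p = 0.903 and 0.950). With mouse tissue RNA all of these were dim, at 4.64, 3.71, 3.68 and 3.37, under the array median of 4.93. They can therefore say little about haemoglobin. Probe sets outside that list with several gene names or none were not surveyed for haemoglobin. In all, 26 of 45037 probe sets rose. Over all probe sets, 522 had every DMXAA tumour above every untreated tumour of its experiment and 521 every one below, where chance gives 0.833% of probe sets for each. At the study's criteria, 166 probe sets were higher. Within experiments, limma called 0 probe sets in the first experiment alone (799 at an unadjusted p under 0.05, 2 tumours per group) and 120 in the second, 71 raised and 49 lowered, against 29 in both. The response differed between the experiments for 0 probe sets (limma interaction, 2519 at an unadjusted p under 0.05), and for 0 without any 1 array of the second experiment. Leaving out 1 array of the first experiment leaves 1 tumour in a group, so the interaction cannot be judged there. The 29 calls became 7 without the experiment term, 13 with the replicate number as a block, 106 without DMXAA replicate 2 and 62 without DMXAA replicate 1, and 19, 14, 16, 17 and 17 without untreated replicates 3, 4 and 5 and DMXAA replicates 3 and 4. With 1 array left out, the first haemoglobin probe set passed only without DMXAA replicate 1 or 2 (limma adjusted p otherwise up to 0.194), and it did not pass without the experiment term or with the replicate number as a block.

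**Figure D1:**
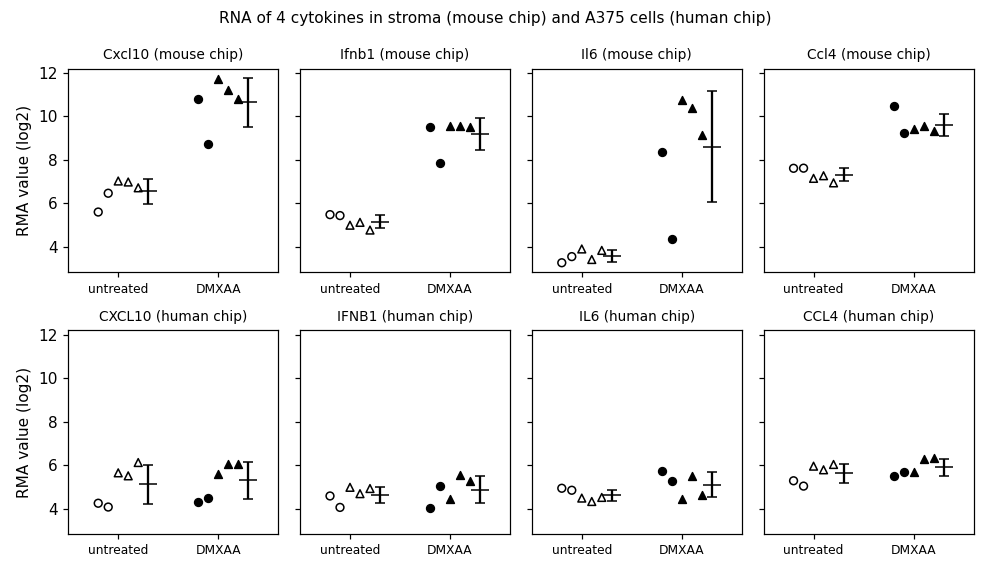
RMA values (log2) of Cxcl10, Ifnb1, Il6 and Ccl4 on the mouse chip (upper panels) and of their human counterparts on the human chip (lower panels), 1 point per tumour, with circles for the first experiment and triangles for the second, open for untreated and filled for DMXAA. The bars give the mean and SD of 5 tumours. On the mouse chip the mean of Cxcl10 is 6.56 in untreated and 10.65 in DMXAA-treated tumours, and on the human chip that of CXCL10 is 5.12 and 5.29.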

5,6-Dimethylxanthenone-4-acetic acid appeared to upregulate 140 probe sets, of which 18 were duplicate probe sets representing the same transcripts, and 49 represented uncharacterised ESTs. Analysis using the Gene Ontology database through the Gather web tool suggested that several transcripts regulated by DMXAA in stromal cells encoded molecules associated with defence/immune responses. Twenty-nine of the murine DMXAA-regulated RNAs were associated with the GO category GO:0006952 for defence response. This is significantly more transcripts of this type than expected due to chance (Bayes Factor=11 and permutation *P*=0.02). 

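Of 36 measured interferon-stimulated genes, 5 rose, none fell and 31 did not pass in the stroma, and 14 were higher when adjusted over the list alone. Ifit1, which encodes an antiviral protein that binds viral RNA, went from 5.53 ± 0.50 (log2, SD, n = 5) to 9.69 ± 1.20 (SD, n = 5), and Rsad2, which encodes viperin, from 7.13 ± 0.40 to 11.11 ± 0.95. Their log2 fold changes were 4.17 (standard error 0.39, limma adjusted p = 0.00135) and 3.98 (standard error 0.38, limma adjusted p = 0.00180). The antiviral GTPase gene Mx1 had 2.51 (standard error 0.28, limma adjusted p = 0.00565) and Ifit3 had 1.95 (standard error 0.24, limma adjusted p = 0.00993). The size for Mx1 is not exact, because its untreated mean of 4.84 lay near the medians of those arrays (4.66 to 4.93). As a list these genes stood higher than other genes (camera adjusted p = 1.83e-14 over 31 lists, and adjusted p = 0.0461 with an estimated correlation). Of 20 innate sensors and adaptors none passed, 2 were higher and 2 lower when adjusted over the list alone, and the list did not shift (camera adjusted p = 0.527), with Ifih1, a sensor of viral double-stranded RNA, at 2.40 (limma adjusted p = 0.0946) and Tlr13 at -0.74 (limma adjusted p = 0.114). Of 31 lists, 18 shifted, 14 up and 4 down, and 8 did with an estimated correlation. Without untreated replicate 4 or DMXAA replicate 4, Ifit3 did not pass (limma adjusted p = 0.0554 and 0.0544), and without DMXAA replicate 2, Ifih1 did (limma adjusted p = 3.36e-05). Ifit3 did not pass without the experiment term or with the replicate number as a block, nor Mx1 without the experiment term. No Gene Ontology annotation was used.

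**Figure D2:**
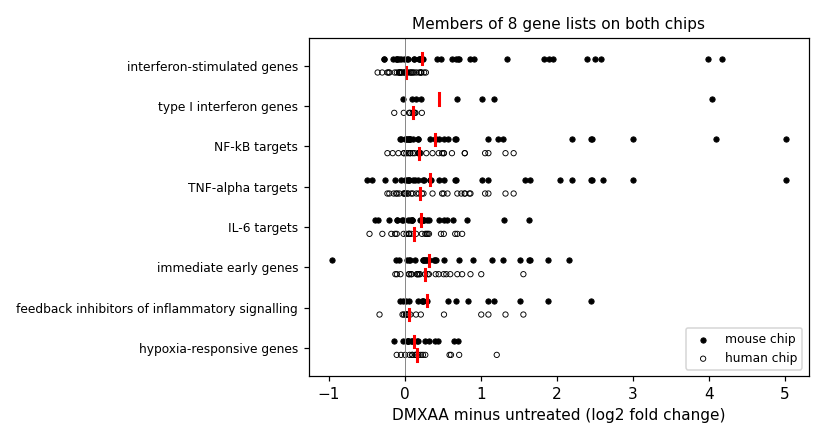
Log2 fold changes (DMXAA minus untreated) of the measured members of 8 gene lists, 1 point per gene, filled for the mouse chip and open for the human chip. Red bars are list medians, at 0.23 on the mouse chip and 0.01 on the human chip for the interferon-stimulated genes.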

Stromal cytokine transcripts induced by DMXAA included *cxcl10 (IP-10), ccl4 (MIP-1β), il6* and *ccl2 (MCP-1)*, which concurred with the protein data for these transcripts measured using Luminex multiplex cytokine assays (Table 1). 

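Cxcl10, Ccl4, Ccl2 and Il6 rose in the stroma, and the other 24 of the 28 cytokine genes of Table 1 did not pass. Cxcl10, whose protein attracts activated T cells and NK cells, had a log2 fold change of 4.09 (17.0-fold, standard error 0.34, limma adjusted p = 0.000588), and 3.75 and 4.32 in the first and second experiments. Ccl4 went from 7.32 ± 0.30 (log2, SD, n = 5) to 9.60 ± 0.52 (SD, n = 5), which is 4.87-fold. Ccl2, whose protein attracts monocytes, had 2.20 (4.60-fold, standard error 0.31, limma adjusted p = 0.0281), and Il6 had 5.01 (standard error 0.75, limma adjusted p = 0.0434), a size that is not exact, because its untreated values of 3.27 to 3.90 lay near the lower quartile of those arrays (up to 3.85). All 4 were higher than the untreated mean of their experiment in 5 of 5 DMXAA tumours. Among genes that did not pass, the neutrophil chemoattractant Cxcl2 had 2.46 (standard error 0.48, limma adjusted p = 0.150) and Ccl5 1.22 (limma adjusted p = 0.437). Cxcl1 had 0.67 (limma adjusted p = 0.755) at its brightest probe set, with -0.23 in the first experiment, and 2.51 (limma adjusted p = 0.199) at another. Adjusted over the list alone, 8 genes were higher, and the list stood higher than other genes (camera adjusted p = 2.01e-17); the study chose these genes for measurement, so this is not independent evidence. With 1 array left out at a time, Il6 passed only without DMXAA replicate 2 (limma adjusted p = 2.48e-06, otherwise up to 0.196) and Ccl2 only without DMXAA replicates 1, 2 or 5 (otherwise up to 0.138), while without DMXAA replicate 2 Cxcl2 passed (limma adjusted p = 3.38e-06), as did the second Cxcl1 probe set (limma adjusted p = 0.00752). Il6 and Ccl2 did not pass without the experiment term or with the replicate number as a block, nor Il6 with the trend and robust prior.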

Analysis using the IPA database suggested that the DMXAA-regulated stromal cell RNAs were enriched for the targets of: NF-*κ*B transcription factors, TNF-*α* pathways, IFN-*β* pathways and IL-6 pathways (Figure 7). 

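Targets of NF-κB and TNF-α stood higher after DMXAA in the stroma. Of 30 measured NF-κB targets 4 rose, Cxcl10, Tnfaip3, Ccl2 and Il6, none fell and 26 did not pass, and 11 were higher when adjusted over the list alone. Of 33 TNF-α targets 4 rose, none fell and 29 did not pass, and 14 were higher and 1 lower when adjusted over the list alone. Tnfaip3, whose protein restrains NF-κB signalling, went from 6.07 ± 0.27 (log2, SD, n = 5) to 8.52 ± 1.02 (SD, n = 5), a log2 fold change of 2.45 (standard error 0.34, limma adjusted p = 0.0268). Of 26 IL-6 targets 1 rose, the transcription factor gene Nfil3 at 1.30 (standard error 0.15, limma adjusted p = 0.00657), none fell and 25 did not pass, Fos at 1.63 (limma adjusted p = 0.107) and the IL-4 receptor gene Il4ra at -0.40 (limma adjusted p = 0.242) among them, and 7 were higher and 1 lower when adjusted over the list alone. The size for Nfil3 is not exact, because its untreated mean of 4.30 lay under the medians of the untreated arrays (4.66 to 4.93). The median log2 fold changes of the 3 lists were 0.40, 0.34 and 0.21. All 3 shifted up (camera adjusted p = 7.30e-15, 3.73e-13 and 0.000549), and with an estimated correlation the adjusted p values were 0.0281, 0.0276 and 0.103. The lists were written from textbook knowledge in place of the Ingenuity sets, which were not used here, and share members. With 1 array left out at a time, Tnfaip3 passed only without untreated replicate 2, DMXAA replicate 1 or DMXAA replicate 2, with limma adjusted p up to 0.134, and Fos passed without DMXAA replicates 1 and 2 (limma adjusted p = 0.0395 and 8.20e-05). Tnfaip3 and Nfil3 did not pass without the experiment term or with the replicate number as a block, nor Tnfaip3 with the trend and robust prior.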

A permutation analysis (see Supplementary Methods) indicated that the intersections observed between our list of DMXAA-regulated stromal genes, and the targets of NF-*κ*B/TNF-*α*/IL-6/IFN-*β* pathways, were unlikely to have occurred by chance, with empirical *P*-values of 0.02 and 0.05, 0.03 and 0.04, respectively. 

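Among the genes that head these pathways, Ifnb1 and Il6 rose in the stroma and 5 others did not pass. Nfkb1 was not measured, because no probe set was found with it as the only gene name. Ifnb1, which encodes interferon-β, went from 5.16 ± 0.30 (log2, SD, n = 5) in untreated to 9.20 ± 0.75 (SD, n = 5) in DMXAA-treated tumours, a log2 fold change of 4.04 (standard error 0.30, limma adjusted p = 0.000361) with 3.24 in the first and 4.58 in the second experiment. This size is not exact, because the untreated values lay near the medians of those arrays. Il6 went from 3.59 ± 0.27 to 8.60 ± 2.56 (SD, n = 5), with log2 fold changes of 2.95 and 6.39 in the 2 experiments. The NF-κB subunit gene Rel had 0.39 (standard error 0.19, limma adjusted p = 0.757). Tnf had 0.52 (standard error 0.13, limma adjusted p = 0.394). The list had a median of 0.39 and stood higher than other genes (camera adjusted p = 4.04e-07, and 0.00866 with an estimated correlation), and 3 genes were higher when adjusted over the list alone. The call of Il6 was kept only without DMXAA replicate 2 when arrays were left out in turn, with a limma adjusted p of up to 0.196 without untreated replicate 5, and was lost without the experiment term, with the replicate number as a block and with the trend and robust prior, while Tnf passed without DMXAA replicate 2 (limma adjusted p = 0.0310).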

Although not induced themselves by DMXAA at the RNA level, NF-*κ*B, TNF-α, IL-6 and IFN-*β* have several downstream targets that are differentially expressed between control and DMXAA-treated tumours. This coordinated change in abundance of RNAs downstream of each of the NF-*κ*B/TNF-*α*/IL-6/IFN-*β* pathways is consistent with DMXAA regulating the activity of these pathways in stromal cells, either directly or indirectly.

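Ppp1r15a, Zfp36, Atf3 and Dusp1 rose among the immediate early genes in the stroma, and Zfp36, Dusp1 and Tnfaip3 among the feedback inhibitors of inflammatory signalling. Of 27 immediate early genes 4 rose, none fell and 23 did not pass, and 14 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 1.74e-18, and 0.00514 with an estimated correlation). Ppp1r15a, whose protein directs dephosphorylation of the translation factor eIF2α, had the smallest p of the chip, at 6.66 ± 0.20 (log2, SD, n = 5) in untreated and 8.82 ± 0.15 (SD, n = 5) in DMXAA-treated tumours (log2 fold change 2.16, standard error 0.11, limma adjusted p = 1.05e-05). Zfp36, whose protein destabilises messenger RNAs of cytokines, had 1.88 (standard error 0.18, limma adjusted p = 0.00199), Atf3 had 1.14 (limma adjusted p = 0.0133) and the MAP kinase phosphatase gene Dusp1 had 1.52 (limma adjusted p = 0.0267). Of 17 feedback inhibitors 3 rose, none fell and 14 did not pass, and 8 were higher when adjusted over the list alone (camera adjusted p = 1.19e-11, and adjusted p = 0.0607 with an estimated correlation). When arrays were left out in turn, Atf3 did not pass without untreated replicates 3, 4 or 5 or DMXAA replicates 3, 4 or 5 (limma adjusted p up to 0.0732), nor Dusp1 without these or untreated replicate 1 (up to 0.134), and neither passed without the experiment term or with the replicate number as a block. From the coordinated change of RNAs downstream of the NF-κB, TNF-α, IL-6 and IFN-β pathways, the paper proposes that DMXAA may regulate the activity of these pathways in stromal cells, directly or indirectly.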

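In A375 cells the RNAs nearest to passing were LINC-PINT, ITPRIP, TM4SF1 and ZFP36. The long noncoding RNA LINC-PINT was at 7.73 ± 0.23 (log2, SD, n = 5) in untreated and 9.09 ± 0.26 (SD, n = 5) in DMXAA-treated tumours, a log2 fold change of 1.36 (standard error 0.14, limma adjusted p = 0.0590). ITPRIP had 0.89 (standard error 0.11, limma adjusted p = 0.150), the tetraspanin-like membrane protein gene TM4SF1 1.05 (standard error 0.13, limma adjusted p = 0.150), and ZFP36 1.00 (standard error 0.13, limma adjusted p = 0.188), each higher in 5 of 5 DMXAA tumours than the untreated mean of their experiment. None of 54613 probe sets passed in limma, and 1617 had an unadjusted p under 0.05. Within experiments limma called 0 probe sets in the first and 8 in the second, 5 raised and 3 lowered. Without 1 array, limma called 13 probe sets (without DMXAA replicate 1), 8 (without DMXAA replicate 2) or 1 (without untreated replicate 2). LINC-PINT passed in each of these, at adjusted p = 0.0201, 0.0210 and 0.00861, TM4SF1 without DMXAA replicates 1 and 2 (0.0424 and 0.0298), and ITPRIP and ZFP36 without DMXAA replicate 2 (0.0439 and 0.0341).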

DMXAA also appeared to regulate mRNA abundance in the human A375 melanoma cells within the xenografts. 

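Among RNAs lower in A375 cells after DMXAA, the ubiquitin ligase gene RNF34 had a log2 fold change of -0.76 (standard error 0.13, limma adjusted p = 0.497), the translation factor gene HBS1L one of -0.64 (standard error 0.12, limma adjusted p = 0.651) and the splicing factor gene LUC7L3 one of -0.95 (standard error 0.21, limma adjusted p = 0.964). Each was lower than the untreated mean of their experiment in 5 of 5 DMXAA tumours. RNF34 was at 6.23 ± 1.64 (SD, n = 5) in untreated tumours. This SD includes the difference between the experiments, which the standard error of 0.13 leaves out. None passed the adjustment. At the study's criteria 91 probe sets were lower, or 442 without DMXAA replicate 1, 59 without DMXAA replicate 2 and 18 without the experiment term. The total of 222 raised or lowered was reached in 34 of 100 splits of the tumours, and in 15 of the 60 balanced over the experiments. LUC7L3 passed without DMXAA replicate 1 (limma adjusted p = 0.0201).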

5,6-Dimethylxanthenone-4-acetic acid downregulated 30 probe sets, of which 12 could be mapped to known RNA transcripts and 18 represented uncharacterised ESTs. 

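Among RNAs higher in A375 cells after DMXAA, with the smallest p at the study's criteria, were the ribosomal RNA precursor RNA45SN5, with a log2 fold change of 2.00 (standard error 0.31, limma adjusted p = 0.491), and the stress-induced mTOR inhibitor DDIT4, with 1.21 (standard error 0.21, limma adjusted p = 0.497). The oncostatin M receptor gene OSMR had 0.76 (standard error 0.12, limma adjusted p = 0.491), and the transcription factor gene KLF6 and the kinase gene SIK1 each had 0.66 (limma adjusted p = 0.497). Each lay above the untreated mean of their experiment in 5 of 5 DMXAA tumours, and none passed the adjustment. RNA45SN5 had 0.98 in the first and 2.67 in the second experiment. At the study's criteria 131 probe sets were higher, or 312 without DMXAA replicate 1 and 213 without DMXAA replicate 2. The number was 107 without DMXAA replicate 3 and 45 without the experiment term. RNA45SN5 passed without DMXAA replicate 2 (limma adjusted p = 0.00702).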

5,6-Dimethylxanthenone-4-acetic acid appeared to upregulate 117 probe sets, of which 4 were duplicate probe sets representing the same transcripts and 57 represented uncharacterised ESTs. 

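None of the 30 cytokine genes of Table 2 that were measured passed in A375 cells. CXCL1 had a log2 fold change of 1.05 (standard error 0.62), CXCL8, which encodes IL-8, had 0.79 (standard error 0.51), CCL2 had 0.51 (standard error 0.39) and IL6 had 0.49 (standard error 0.19), each higher in 4 of 5 DMXAA tumours than the untreated mean of their experiment, with limma adjusted p = 1.00. The unadjusted p of IL6 was 0.0272 and that of CCL2 0.224. CCL2 had 1.41 in the first and -0.09 in the second experiment. VEGFA, which encodes the vascular endothelial growth factor, had 0.27 (standard error 0.29), and its probe set also bound mouse tissue RNA. With a median log2 fold change of 0.11 the list stood higher than other genes (camera adjusted p = 0.0137), and not with an estimated correlation (adjusted p = 0.512). Adjusted over the list alone none passed, and the genes were chosen by the study, so the list is not independent evidence. The shift was lost without untreated replicate 2 (camera adjusted p = 0.0753), untreated replicate 4 (0.0860), DMXAA replicate 1 (0.197) or DMXAA replicate 5 (0.101).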

As with DMXAA-regulated stromal RNAs, several cancer cell-derived RNAs, including *CCL2 (MCP-1), IL-8, IL-6, CXCL1 (Melanoma Growth Stimulating Activity/GRO1)*, also concurred with the protein data (Table 2). 

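Target lists of NF-κB and TNF-α stood higher in A375 cells after DMXAA, with no single member past the adjustment, and not with an estimated correlation (adjusted p = 0.0659 and 0.0624). TNFAIP3 had a log2 fold change of 1.32 (standard error 0.33), the NF-κB inhibitor gene NFKBIA 1.10 (standard error 0.27), DUSP1 1.56 (standard error 0.30), JUNB 0.69 (standard error 0.15), FOS 0.75 (standard error 0.20) and CEBPD 0.66 (standard error 0.20), each higher in 5 of 5 DMXAA tumours than the untreated mean of their experiment (limma adjusted p = 0.651 for DUSP1, 0.990 for JUNB and 1.00 for the others). The median was 0.19 over 30 NF-κB targets, 0.20 over 32 TNF-α targets, 0.11 over 22 IL-6 targets and 0.26 over 25 immediate early genes, and adjusted over the list alone 2, 3, 2 and 4 genes were higher. These lists shifted up at camera adjusted p = 9.05e-07, 2.29e-06, 0.0137 and 7.07e-10. With an estimated correlation the last 2 had adjusted p = 0.512 and 0.0659. Of 31 lists 12 shifted, 11 up and 1 down, and none did with an estimated correlation. As many shifted in 7 of 100 splits of the tumours into groups of 5, and in 2 of the 60 splits balanced over the experiments. The 12 became 6 without untreated replicate 1 and 7 without DMXAA replicate 1, and the IL-6 list did not shift without untreated replicate 1 or 3 or DMXAA replicate 1 or 5 (camera adjusted p = 0.133, 0.101, 0.165 and 0.120).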

As in stroma, DMXAA appeared to induce in A375 cells the expression of several RNAs downstream of NF-*κ*B, TNF-*α* and IL-6 pathways (Figure 8). Permutation analyses suggested that the intersections observed between our list of DMXAA-regulated A375 melanoma cell genes and the targets of these three pathways were unlikely to have occurred by chance (*P*=0.04, 0.03 and 0.02, respectively).

As some of the molecules described above were flagged as probe sets that may exhibit cross-species hybridisation, as proof of our principle of the species-specific (and therefore A375 melanoma-specific and stroma-specific) microarray analysis, we tested whether the stromal cell-specific induction by DMXAA of three chemokines, *ccl3 (MIP-1α), ccl4 (MIP-1β)* and *ccl7 (MCP-3*), could be confirmed using species-specific qRT–PCR. Both human- and mouse-specific oligonucleotide primers for *CCL3*, *CCL4* and *CCL7* and ‘housekeeping controls’ for normalisation (*YWHAZ* and *PPIA*, *CYC1, RPLPO* and *ACTB)* were designed with a 3′ base corresponding to a base that differs between species. 

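The chemokine genes Ccl4 and Ccl7 rose in the stroma and Ccl3 did not pass. Ccl7, whose protein attracts monocytes, went from 5.53 ± 0.53 (log2, SD, n = 5) to 8.13 ± 0.75 (SD, n = 5), a log2 fold change of 2.60 (standard error 0.24, limma adjusted p = 0.00135). Ccl4 had 2.28 (standard error 0.19, limma adjusted p = 0.000588), and Ccl3 1.81 (standard error 0.32, limma adjusted p = 0.0946), higher than the untreated mean of their experiment in 5 of 5 DMXAA tumours. On the human chip CCL4 had 0.28 (standard error 0.14) and CCL7 0.24 (standard error 0.10), both with limma adjusted p = 1.00. The probe set of Ccl4 on the mouse chip had 5.34 with mouse tissue RNA and 5.39 with A375 RNA. Ccl3 passed without DMXAA replicate 2 (limma adjusted p = 0.0175) or DMXAA replicate 5 (limma adjusted p = 0.0264), and Ccl7 did not pass without the experiment term.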

All were confirmed by qRT–PCR to amplify only from template RNAs from a single species. Quantitative RT–PCR using these primers suggested that all three chemokines were induced by DMXAA in the stromal cells but not significantly in the A375 melanoma cells (Supplementary Figure 3).

## Discussion

Despite the growing clinical use of drugs that target the tumour stroma, we have little understanding of the precise mechanisms of action of many of these agents. We also have relatively little understanding of the molecular pathways passing between the malignant cells and the stromal cells that these agents perturb. Therefore, we urgently require experimental systems to assess how a drug affects the cancer cell and stromal cell compartments, and how these effects lead to changes in the entire tumour tissue. To address this challenge we have performed an integrated, multi-modal study using A375 melanoma xenografts, which has provided an understanding of how the stromal-targeting agent DMXAA, distinctly affects the melanoma and the stromal cells on multiple levels. Remarkable consistency was observed – for example, between active pro-inflammatory molecular pathways, RNAs encoding cytokines and the cytokine proteins themselves, and between these cytokines and the leukocyte subsets that infiltrated into the tumours. The microarray data provided new information that receptors for almost all of the DMXAA-induced cytokines are expressed by stromal cells irrespective of DMXAA treatment, whereas the RNA encoding CCRL2, a receptor for CCL19 (MIP-3*β*), was additionally upregulated by DMXAA. 

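Of 28 measured cytokine and chemokine receptor genes Ccrl2 rose in the stroma, none fell and 27 did not pass. Ccrl2 went from 5.63 ± 0.28 (log2, SD, n = 5) to 8.23 ± 0.86 (SD, n = 5), which is 6.05-fold (log2 fold change 2.60, standard error 0.30, limma adjusted p = 0.00747), and all 5 DMXAA tumours lay above the untreated mean of their experiment. The chemokine receptor gene Ccr1 had -0.74 (standard error 0.18, limma adjusted p = 0.336) and Csf2rb, which encodes the common receptor chain for IL-3, IL-5 and GM-CSF, had -0.69 (standard error 0.18, limma adjusted p = 0.412). Adjusted over the list alone 1 receptor was higher and 2 were lower, and the list as a whole did not shift (camera adjusted p = 0.495). Ccrl2 did not pass without the experiment term or with the replicate number as a block.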

We also saw clear examples of the complexity of tumour biology, where TNF-*α*/IL-6 pathways were activated by DMXAA in both A375 cells and stromal cells. This appeared to cause the transcription factors associated with these pathways such as NF-*κ*B to promote the expression of their transcriptional targets, including numerous molecules that are themselves involved in TNF-*α*/IL-6 signalling. Technical considerations of our pathway analysis approach using cross-species hybridisation are described in the Supplementary Discussion.

The consistency between RNA, protein and immunohistological data allows us to build up a multi-level model of the effects of DMXAA on tumour tissue, in this first report of growth inhibition induced with DMXAA against human melanoma xenografts. A single dose of DMXAA induced widespread haemorrhagic necrosis (Figures 1C and D), and a 26-day delay in tumour re-growth (Figure 1E). The neutrophil accumulation seen in Colon 38 tumours in immunocompetent mice after DMXAA treatment (Wang *et al*, 2009), was also seen here in A375 xenografts in immunodeficient nude mice (Figure 3). Treatment of murine sarcomas with combretastatin-4-phosphate (CA4P), another vascular disrupting agent, is also associated with neutrophil accumulation (Parkins *et al*, 2000), which could in part represent an inflammatory response to tumour necrosis induced by anti-vascular agents. However, this simple inflammatory response is unlikely to fully account for the massive neutrophil influx observed with DMXAA-treated tumours. We have shown that DMXAA can directly induce leukocytes in culture to produce cytokines with neutrophil chemotactic activities (Wang *et al*, 2006), and the neutrophil infiltration in tumours seen following DMXAA treatment could therefore be initiated by the induced chemoattractants (e.g., MIP-1*α* and IP-10). The chemokines induced following DMXAA treatment are strikingly similar to those induced following TGF-*β* blockade that result in polarisation of tumour-associated neutrophils from pro-tumour to antitumour phenotypes (Fridlender *et al*, 2009). Therefore, it will be interesting to examine the phenotype of neutrophils isolated from DMXAA-treated tumours.

When xenografts of five primary human melanoma cell lines were treated with DMXAA, the cytokines produced by the stromal cells (Figure 5A) were, in all cases, similar to those induced in stromal cells in A375 xenografts (Figure 4B), and similar to that in Colon 38 tumours in syngeneic immunocompetent mice (Wang *et al*, 2009). This suggests that the effect of DMXAA on murine stroma is consistent, irrespective of the tumour cell type or the mouse strain. In contrast, the cytokines induced by DMXAA in the various melanoma lines as xenografts were variable (Figure 5B), and a melanoma-specific cytokine signature is not evident. Whether or not the various NZMel xenografts exhibit differential sensitivities to DMXAA treatment, and whether their responsiveness can be linked to their profile of cytokine production has yet to be investigated.

In A375 xenografts, we observed an overlapping but distinct effect of DMXAA on cytokine protein production by melanoma cells and the stromal cells, which was also seen at the level of gene expression in the microarrays (Tables 1 and 2) and in three cases verified with RT–PCR (Supplementary Figure 3). 

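Cxcl10, Ifnb1, Rsad2, Ifit1, Ccl4, Ccl7 and Ccrl2 responded more in the stroma than in A375 cells. Their DMXAA effect in the stroma minus that in A375 cells was 3.91 for CXCL10 (standard error 0.42, limma adjusted p = 0.00832), 3.82 for IFNB1 (limma adjusted p = 0.00880), 4.28 for RSAD2 (limma adjusted p = 0.00880), 4.30 for IFIT1 (limma adjusted p = 0.0171), 2.00 for CCL4 (limma adjusted p = 0.0130), 2.36 for CCL7 (limma adjusted p = 0.00880) and 2.72 for CCRL2 (limma adjusted p = 0.0159). IL6, at 4.52, did not pass (standard error 0.75, limma adjusted p = 0.0691). The difference between the chips was taken in each of the 10 tumours for 13637 genes named alike on both, and 12 genes passed. Without the experiment term 2 passed, CXCL10 and IFNB1, and CCRL2 did not pass with the replicate number as a block. The number was 3 without untreated replicate 1, 29 without DMXAA replicate 2 and 6 without untreated replicate 3, untreated replicate 5, DMXAA replicate 3 or DMXAA replicate 4. With 1 array left out CXCL10 passed each time, IFNB1, RSAD2 and CCL7 each time but without untreated replicate 1, and CCL4, CCRL2 and IFIT1 were lost without 5, 7 and 6 of the arrays (limma adjusted p up to 0.0724, 0.0916 and 0.108). Probe sets of a gene on the 2 chips can differ in sensitivity, which scales these differences. On the human chip CXCL10 (4.07 to 6.12) and IFNB1 (4.02 to 5.55) lay under the array median in all 10 tumours. The sizes of their differences are therefore not exact.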

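Of 19 mouse cytokines whose protein rose at least 1.5-fold in Table 1, the RNA of 4 rose, those of Cxcl10, Il6, Ccl4 and Ccl2, and 7 met the study's criteria, while 12 did not. Of 20 such human cytokines in Table 2 that were measured here, which leaves out CSF2, the RNA of 0 rose (limma) and of 0 met the study's criteria. Across genes, the log2 fold change of the RNA measured here went with that of the protein in the paper's tables, with Spearman's rho of 0.637 over 28 mouse genes (permutation p = 0.000350, 100000 permutations, two-sided) and 0.428 over 30 human genes (permutation p = 0.0184). Pearson's r was 0.656 and 0.402. Without the 2 genes farthest from the median RNA change, rho was 0.571 and 0.424. Genes are not independent replicates.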

Several stromal-derived cytokines were, however, shown to be significantly upregulated at the protein level but not at the RNA level (Table 1). For example, although mRNA for murine TNF-*α* and G-CSF were not significantly induced, these cytokines were highly induced at the protein level 4 h after DMXAA treatment (Table 1). These results provide strong indication of post-transcriptional regulation by DMXAA in the production of these cytokines. 

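Tnf, which encodes TNF-α, was at 6.64 ± 0.16 (log2, SD, n = 5) in untreated and 7.15 ± 0.30 (SD, n = 5) in DMXAA-treated stroma, which is 1.43-fold. Csf3, which encodes G-CSF, was at 5.14 ± 0.64 and 5.48 ± 0.96 (SD, n = 5), which is 1.27-fold (log2 fold change 0.35, standard error 0.14, limma adjusted p = 0.697). Csf3 had 0.03 in the first and 0.55 in the second experiment. Both were higher than the untreated mean of their experiment in 5 of 5 DMXAA tumours, and neither passed over all 10 tumours. Without DMXAA replicate 2 Tnf passed (limma adjusted p = 0.0310). The size for Csf3 is not exact, because its untreated mean of 5.14 lay near the medians of the xenograft arrays (4.65 to 4.95). The small change of Csf3 therefore does not exclude a larger induction of its RNA.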

Stromal-derived G-CSF is the most notable of the cytokines that appears to be upregulated by DMXAA at the post-transcriptional level (Table 1). A 68-fold increase in murine G-CSF protein was obtained in A375 xenografts after DMXAA treatment with no change in mRNA expression. Recent studies show that G-CSF promotes metastasis and tumour vascularisation through a number of different mechanisms that include mobilisation of endothelial precursor cells (Voloshin *et al*, 2011), and mobilisation of granulocytes (Kowanetz *et al*, 2010). Elevated levels of plasma G-CSF, VEGF and SDF-1 are detected in cancer patients treated with CA4P (Shaked *et al*, 2009). The production of these cytokines in mice with tumours following treatment with CA4P and its second generation derivatives has been suggested to contribute to the rapid re-vascularisation of the treated tumours, thereby diminishing the antitumour effects of this class of vascular disrupting agents (Shaked *et al*, 2009; Voloshin *et al*, 2011). In *G-CSF-R*^*−/−*^ mice, SDF-1 was downregulated and mobilisation of endothelial precursor cells was not observed compared with wild-type control mice following treatment with a CA4P derivative, indicating that SDF-1 is secondarily involved in G-CSF-induced mobilisation of endothelial precursor cells (Shaked *et al*, 2009). In another study, inhibition of SDF-1 signalling decreased influx of TIE2-expressing, pro-tumour macrophages into murine mammary tumours and increased the efficacy of CA4P treatment (Welford *et al*, 2011). In this study, protein levels of SDF-1was not measured, VEGF was unchanged, but G-CSF was markedly increased in A375 xenografts following DMXAA treatment (Figure 4B). The A375 melanoma is non-metastatic and non-invasive, and it would be of interest to compare the rates of tumour re-vascularisation and re-growth following treatment with DMXAA and CA4P in an invasive, metastatic tumour model in relation to their differential induction of the pro-angiogenic cytokines.

The analysis of the xenografts at the whole transcriptome level using microarrays allows inference of the activity of molecular pathways (Creighton *et al*, 2003, 2005; Hull *et al*, 2008). We identified pro-inflammatory gene sets including NF-*κ*B targets induced by DMXAA in both tumour and stromal cells (Figures 6 and 7). For example, 27% of 125 mRNAs upregulated in stroma following DMXAA treatment had NF-*κ*B response elements in their promoters. This strengthens our previous suggestions that DMXAA activates the NF-*κ*B pathway (Ching *et al*, 1999b; Woon *et al*, 2003; Wang *et al*, 2006). 

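Type I interferon genes stood higher in the stroma as a list. Of 8 measured mouse genes of this family Ifnb1 rose, at 16.5-fold, none fell and 7 did not pass, and 4 were higher when adjusted over the list alone. The size for Ifnb1 is not exact, because its untreated values of 4.77 to 5.48 lay near the medians of those arrays (4.66 to 4.93). Ifna4 had a log2 fold change of 1.18 (standard error 0.27, limma adjusted p = 0.277), Ifna5 1.01 (standard error 0.19, limma adjusted p = 0.132), Ifna2 0.69 (limma adjusted p = 0.357) and Ifna1 0.21 (standard error 0.15, limma adjusted p = 0.845). The list shifted up (camera adjusted p = 5.80e-08, and 0.00866 with an estimated correlation). On the human chip, IFNB1 had 0.22 (standard error 0.24) and IFNA1 0.12 (standard error 0.11), both with limma adjusted p = 1.00, and the list of 9 genes did not shift (camera adjusted p = 0.484), or did without DMXAA replicate 3 (camera adjusted p = 0.00163). Without DMXAA replicate 2, Ifna4 and Ifna5 passed (limma adjusted p = 0.00141 and 0.00734). Probe sets of the interferon-α family can bind RNAs of related members.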

Consistent with previous reports that IFN-*β* has an important role in the antitumour effects of DMXAA (Roberts *et al*, 2007, 2008), mRNAs encoding *IFNA1*, *IFNB1* as well as known IFN targets (Figures 6 and 7) were shown here to be induced. Our studies also indicated that DMXAA activated TNF-*α*/IL-6 pathways in both cancer and stromal cells and caused transcription factors downstream of these pathways, such as NF-*κ*B, to promote the expression of their transcriptional targets, including molecules that are themselves involved in TNF-*α*/IL-6 signalling. When we estimated the potential for tumour–stroma crosstalk based on expression above background of RNAs encoding stroma-derived factors and their tumour cell receptors, we found numerous potential stroma-tumour interactions. We also noted the induction by DMXAA of potential interactions involving stroma-derived IFNB1 and IL-6, consistent with the analysis of differential expression and the histological data. We also noted that A375 cells in xenografts downregulate metabolic enzymes including oxidative stress response genes and upregulate components of the extracellular matrix, consistent with the relatively hyperoxic state and lack of three dimensional matrix structure of melanoma cells grown in tissue culture. This supports the investigation of drug effects using a xenograft model rather than simple tissue culture studies.

The studies were designed to provide insights into the molecular pathways and target(s) for DMXAA, which are still not completely defined. Multiple targets are likely to be involved in order to account for the numerous and distinct effects that DMXAA has on different cell types. Recent efforts from our laboratory using the approach of photoaffinity labelling (Palmer *et al*, 2007; Brauer *et al*, 2010) identified more than 30 cellular proteins that were found to interact with the azido-analogue of DMXAA. Essentially, all the labelled proteins were oxidisable proteins, implicating a role for redox signalling in the action of DMXAA (Brauer *et al*, 2010). We suggest that under physiological conditions, enzymes catalyse the one-electron oxidation of DMXAA to form the benzyl radical and subsequent production of reactive oxygen species (Ching *et al*, 2010). Identification of the cellular enzymes that oxidise DMXAA to initiate redox signalling is a high priority in our laboratory, as these enzymes may also be regarded as biochemical target(s) of DMXAA.

In summary, this study has provided proof-of-principle of an integrated multi-modal approach to dissect molecular signals, pathways and tissue structure in cancer and stromal cells. In doing so, we have shown that DMXAA can target melanoma xenografts by inducing complex cytokine signalling cascades that are distinct but overlapping between cancer cells and the various stromal cell populations and lead to haemorrhagic necrosis in the tumour tissue. The use of a xenograft model allowed the differential effects of DMXAA on stroma (murine origin) to be distinguished from its effects on the cancer cells (human origin). Although this approach cannot be directly applied to the use of the drug on a clinical setting, we believe the integrated approach described here will be useful for the study of other experimental tumour models and drugs to provide insights into potential crosstalk between soluble proteins secreted by stromal cells and their receptors on cancer cells and *vice versa* (see Supplementary results) that will aid in our understanding of the action of a drug in the clinical setting.

## Figures and Tables

**Figure 1:**
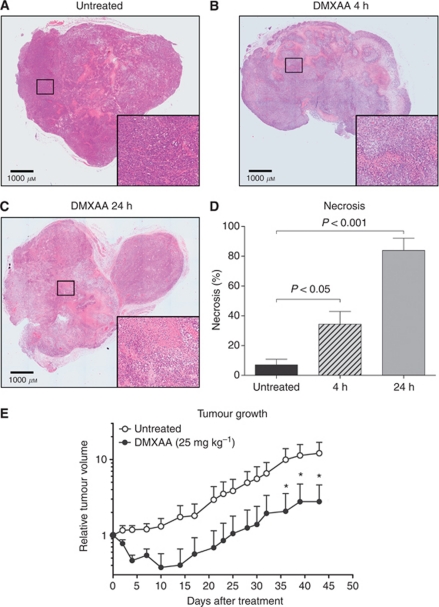
Antitumour effects of DMXAA against A375 melanoma xenografts in CD-1 nude mice. Degree of haemorrhagic necrosis in a representative montage of haematoxylin and eosin-stained sections from A375 xenografts untreated (**A**), 4 h (**B**) and 24 h after DMXAA (25 mg kg^−1^) (**C**). Insets show the field of view in the rectangle at original magnification × 10. Percent haemorrhagic necrosis determined in montaged sections (**D**). Bars represent mean±s.e.m. (*n*=5 tumours per group). *P*-values determined by one-way ANOVA and Tukey's *post hoc* test showing significant differences between treated and untreated groups. Growth of subcutaneous A375 xenografts untreated (open circles) and after single dose of DMXAA (25 mg kg^−1^; closed circles) (**E**). Mean±s.e.m. of six mice per group. Growth curves compared using repeated measures two-way ANOVA and Bonferroni correction for multiple comparisons. Asterisks denote significant difference between treated and untreated groups; ^*^P⩽0.05.

**Figure 2:**
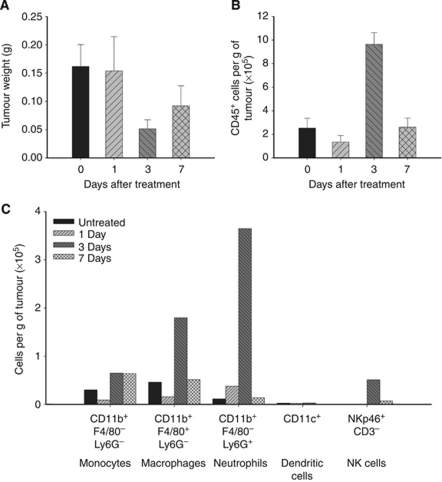
DMXAA induced changes in leukocyte populations in A375 xenografts. Tumour weight (mean±s.e.m. from *n*=6 per group) (**A**) and CD45^+^ leukocytes (mean±s.e.m. from two independent experiments, each using six tumours per time point) (**B**) in untreated and DMXAA-treated (25 mg kg^−1^) A375 xenografts. Composition of CD45^+^ leukocytes extracted from A375 xenografts, untreated and 1, 3, and 7 days after DMXAA treatment (**C**). Each bar represents data collected from five tumours pooled for each time point from a single experiment.

**Figure 3:**
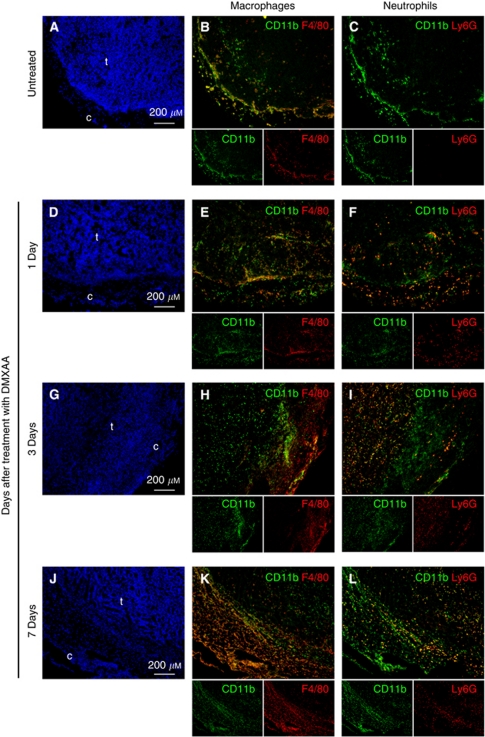
Spatial distribution of macrophages and neutrophils in A375 xenografts following DMXAA treatment. Sequential sections of A375 xenografts untreated (**A**, **B**, **C**), 1 day (**D**, **E**, **F**), 3 days (**G**, **H**, **I**) or 7 days (**J**, **K**, **L**) after DMXAA treatment at 25 mg kg^−1^. DAPI-stained (**A**, **D**, **G**, **J**) to locate nuclei of cells in capsule (c) or tumour parenchyma (t); immunofluorescently stained for CD11b^+^ (green), F4/80^+^ (red) and double positives (yellow/orange) indicative of mature macrophages (**B**, **E**, **H**, **K**); or immunofluorescently stained for CD11b^+^ (green), Ly6G^+^ (red) and double positives (yellow/orange) indicative of neutrophils (**C**, **F**, **I**, **L**). All images were acquired at an original magnification × 10. The large panels (**B**, **C**, **E**, **F**, **H**, **I**, **K**, **L**) represent the merged image, with the individual green and red images shown in the smaller panels underneath. Representative section from *n*=3 tumours per group.

**Figure 4:**
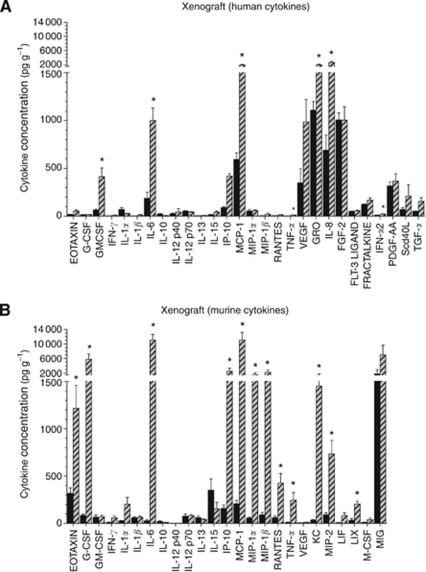
Cytokines upregulated by DMXAA in A375 xenografts. Human melanoma cell-derived cytokines (**A**) or murine, stromal cell-derived cytokines (**B**) in A375 xenografts untreated (black bars) or 4 h after DMXAA (25 mg kg^−1^) treatment (hatched bars). Mean±s.e.m. of *n*=3 mice. Asterisks denote statistically significant difference compared with untreated controls (^*^P⩽0.05 by unpaired *t*-tests).

**Figure 5:**
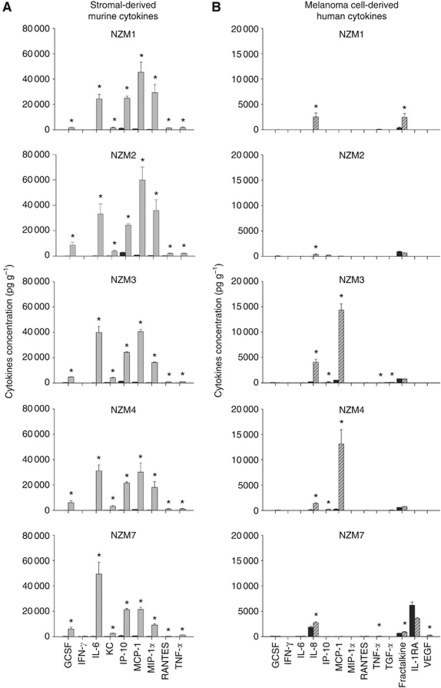
Murine (**A**) and human (**B**) cytokines in melanoma xenografts in RAG-1^−/−^ mice, untreated (black bars) or 4 h after DMXAA (grey bars (**A**); hatched bars (**B**)). Mean (pg g^−1^)±s.e.m. (*n*=3 per group). Asterisks denote statistically significant difference compared with untreated controls (*P*⩽0.05 by unpaired *t*-tests).

**Figure 6:**
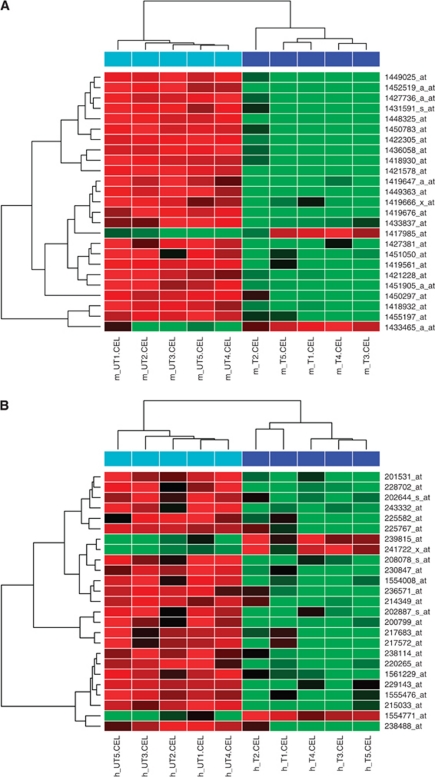
Heatmaps illustrate the differential abundance of most significantly differentially expressed 25 probe sets (rows) when *P*⩽0.05 and fold change of ⩾1.5 up or down are selected in mouse arrays (**A**) and human arrays (**B**). The red and green colours represent a continuous expression range across the four gene chips (red=low and green=high). To make visualisation easier, the gene chips and the probe sets that had similar features were grouped together in columns and rows, respectively, based on hierarchical clustering.

**Figure 7:**
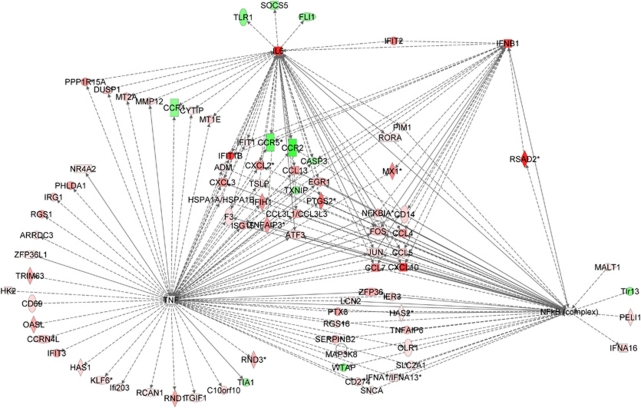
The RNAs regulated in stromal cells (mouse) by DMXAA constitute members of NF-*κ*B/TNF-*α*/IL-6/IFN-*β* molecular pathways more than would be expected by chance. Graphs are from the IPA database. Red indicates that a molecule was upregulated by DMXAA, green indicates downregulated by DMXAA, and no colour indicates that a molecule was not significantly regulated by DMXAA.

**Figure 8:**
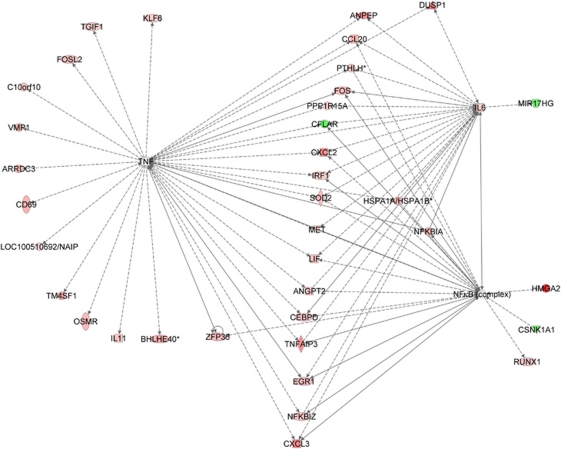
The RNAs regulated in tumour cells (human) by DMXAA constitute members of NF-*κ*B/TNF-*α*/IL-6 molecular pathways more than would be expected by chance. The features in the graph have the same meaning as those in Figure 7.

**Table 1:** Comparison between protein and RNA data for DMXAA-regulated molecules in stroma (mouse)

**Protein name**	**Gene symbol**	**Protein fold change**	**RNA fold change**
IP-10	*cxcl10*	15.8	13.4
IL-6	*il6*	372.2	7.7
MIP-1*β*	*ccl4*	24.7	4.7
MIP-1*α*	*ccl3*	26.9	4.1
MCP-1	*ccl2*	52.8	3.1
MIP-2	*cxcl2*	8	2.6
KC	*cxcl1*	41.4	2.2
RANTES	*ccl5*	7	2.1
MIG	*cxcl9*	3.9	2
IL-1*β*	*il1b*	1	1.5
TNF-*α*	*tnf*	23.1	1.4
IFN-*γ*	*ifng*	6.4	1.3
LIX	*lix*	6.1	1.3
EOTAXIN	*ccl11*	3.8	1.2
IL-4	*il4*	1.9	1.2
IL-15	*il15*	0.4	1.1
IL-1*α*	*il1a*	7.6	1.1
M-CSF	*csf1*	3.6	1.1
IL-3	*il3*	1.3	1.1
IL-10	*il10*	0.5	1.1
IL-2	*il2*	1.1	1.1
LIF	*lif*	9	1.1
IL-17	*il17a*	1.3	1
G-CSF	*csf3*	67.9	1
IL-13	*il13*	0.7	0.9
IL-5	*il5*	5.3	0.9
IL-12	*il12a*	1.1	0.9
IL-9	*il9*	0.5	0.8

**Table 2:** Comparison between protein and RNA data for DMXAA-regulated molecules in tumour cells (human)

**Protein name**	**Gene symbol**	**Protein fold change**	**RNA fold change**
MCP-1	*CCL2*	3.1	2.7
IL-8	*IL8*	3.7	2.4
GRO	*CXCL1*	1.7	2.4
VEGF	*VEGF*	2.8	1.9
GMCSF	*CSF2*	6.5	1.8
IL-6	*IL6*	5.4	1.5
MIP-1*β*	*CCL4*	4.2	1.3
TNF-*α*	*TNFA*	3.1	1.3
IL-1*α*	*IL1α*	0.4	1.2
FGF-2	*FGF2*	1	1.2
FLT-3 L	*FLT3LG*	1.1	1.2
IP-10	*CXCL10*	4.8	1.2
TGF-*α*	*TGFA*	3	1.2
RANTES	*CCL5*	1.9	1.1
MCP-3	*CCL7*	1.5	1.1
MIP-1*α*	*CCL3*	1.1	1.1
IFN-*α*2	*IFNα2*	2	1.1
IL-12P40	*IL12P40*	1.7	1.1
IL-1*β*	*IL1β*	3.2	1.1
IL-15	*IL15*	2.5	1.1
IL-2RA	*IL2RA*	1.8	1.1
FRACTALKINE	*CX3CL1*	1.4	1.1
PGGF	*PDGF*	1	1.1
IL-17	*IL17*	1	1.1
IL-3	*IL3*	1	1.1
G-CSF	*CSF3*	1.1	1
IFN-*γ*	*IFNγ*	2.6	1
EGF	*EGF*	2.8	1
IL-4	*IL4*	1	1
IL-1RA	*IL1RA*	2.2	1
IL-13	*IL13*	1.7	1
TNF-*β*	*TNFB*	1	1

# Supplementary material for: Dissection of stromal and cancer cell-derived signals in melanoma xenografts before and after treatment with DMXAA
**Source:** Br J Cancer. 2012 Mar 13;106(6):1134–47. doi: 10.1038/bjc.2012.63
**Supplement:** Supplementary Infomation

**Supplementary Materials and Methods**

***Characterisation of tumour-infiltrating leukocytes***

Two separate panels of antibodies were used to stain i. myeloid and ii lymphoid leukocytes for flow cytometry as described in the tables below.

1. **Myeloid panel of antibodies**

| **Antibody or stain** | **Antigen / purpose** | **Source** |
| --- | --- | --- |
| M1/70.15.11.5-FITC | CD11b - to identify myeloid cells | MiltenyiBiotec, GmbH, BergishGladbach, Germany |
| 1A8-PE | Ly6G - to identify neutrophils | MiltenyiBiotec, GmbH, BergishGladbach, Germany |
| N418-Allophycocyanin (APC) | CD11c - to identify dendritic cells | MiltenyiBiotec, GmbH, BergishGladbach, Germany |
| CI:A3-1- APC/Cy7 | F4/80 - to distinguish between monocytes and mature macrophages | BioLegend,  San Diego, CA, USA |
| 30-F11- PerCP/Cy5.5 | CD45 - to identify all leukocytes | BioLegend,  San Diego, CA, USA |
| DAPI | Nuclear stain to exclude dead cells | Molecular Probes,  Eugene, OR, USA |

1. **Lymphoid panel of antibodies**

| **Antibody or stain** | **Antigen / purpose** | **Source** |
| --- | --- | --- |
| 29A1.4-Alexa Fluor 647 | NKp46 - to identify NK cells | eBiosciences, San Diego, CA, USA |
| 145-2C11-PE | CD3 - to identify T-lymphocytes | BD Pharmingen,  San Diego, CA, USA |
| RM4-5-PE/Texas Red | CD4 - to identify T-lymphocyte subsets | Molecular Probes,  Camarillo, CA, USA |
| 53-6.7-APC/Cy7 | CD8a - to identify T-lymphocyte subsets | BioLegend,  San Diego, CA, USA |
| 6D5-FITC | CD19 - to identify B-lymphocytes | BioLegend,  San Diego, CA, USA |
| RA3-6B2-PE/Cy7 | CD-45R - to identify B-lymphocytes | BioLegend,  San Diego, CA, USA |
| 30-F11- PerCP/Cy5.5 | CD45 - to identify all leukocytes | BioLegend,  San Diego, CA, USA |
| DAPI | Nuclear stain to exclude dead cells | Molecular Probes, Eugene, OR, USA |

***Analysis of control microarray experiments to estimate the potential for cross-species hybridisation of human and mouse probe sets:***

Genechips were normalized to one another at the probe level using a simple linear transformation based on a fitted line through the average of the replicate spike-in control probe sets present on each array (*BioB, BioC, BioD*and*Cre*), which had very similar expression profiles regardless of cross-species or same-species hybridisation (Supplementary Figure 2), similar to our previously described approach . After normalisation, probes were summarized into probe sets using RMA summarization, and all possible human-mouse orthologous probe set combinations were identified from the manufacturer’s annotation files (NetAffix update 30). Probes sets that had the potential to hybridise across species were defined as a probe set signal from a human array hybridised to mouse RNA, or from a mouse array hybridised to human RNA, of magnitude ≥ 0.6 x the mean of the *BioB* probe set signals for the array. The *BioB* probe set is often regarded as the threshold for detection, and the threshold of 0.6 x *BioB* was an arbitrary choice made to conservatively identify probe sets that show any trend towards cross–species hybridisation. When identifying transcripts that were unlikely to cross-species hybridise, RNAs were defined to be present in a species and therefore to be capable of cross-species hybridising if their same-species hybridisation signal ≥ the 3’ *BioB* signal.

***Permutation analysis to assess the likelihood of identifying gene lists that appear to be enriched for molecular pathways due to chance alone:***

10,000 random lists of genes, which were each the same length as our list of DMXAA-regulated genes, were randomly chosen from the Affymetrix arrays. The intersection between any gene set defined by IPA (e.g. the set of NFB target genes identified by IPA) and each of these 10,000 randomly chosen gene lists was calculated, and plotted as a histogram using R. The proportion of our 10,000 randomly chosen gene lists that contained more genes from the gene set defined by IPA than our DMXAA-regulated gene list can be viewed as an empirical p-value that approximates the type I error rate.

***Comparison of gene expression in A375 cells in tissue culture and in xenografts***

A375 cells are used in both tissue culture and in xenografts to provide cellular models of malignant melanoma. Therefore, to identify whether specific molecular pathways are differentially activated in these two models we identified RNAs differentially expressed between A375 cells in tissue culture (n=5) and in the untreated xenografts (n=5). We found 657 differentially expressed probe sets (p≤0.05 and ≥1.5-fold up- or down-regulated; Supplementary File 4). 

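SOD1 and NQO1, of oxidative stress defence, and the ubiquitin-conjugating enzymes UBE2T and UBE2S lay lower in xenografts than in culture, while their lists did not stand apart from random lists. SOD1 was lower by -1.22 ± 0.71 (log2 relative to the median of all genes, SD over 5 untreated xenografts), and NQO1, which encodes a quinone reductase, by -3.33 ± 0.38. Over 13 genes of oxidative stress defence the median was -0.68, at percentile 40.4 of 10000 random lists of equal size and expression. UBE2T and UBE2S, which serve cell division, had -2.60 and -2.29, and 13 ubiquitin-conjugating enzymes had a median of -0.58 (percentile 80.5), or 0.03 after quantile normalization. Glycolysis and TCA enzymes had -0.39, higher than most random lists (percentile 99.1), which turned to 0.19 after quantile normalization, with IDH3A at -2.06 and PKM at 1.38. Quantile normalization also gave -0.27 for SOD1, -0.13 for the oxidative stress list, -1.39 for UBE2S, -1.28 for IDH3A and 2.25 for PKM, and against the first experiment alone SOD1 lay lower by over 1.5 times as much. Of 18 integrin subunits 9 were higher and 9 lower, ITGB3 at -3.89 and ITGA10 at 1.02, with a median of 0.02, or -0.44 against the first experiment alone. Values are means of 5 xenografts minus 1 culture array on the human chip, with no p-value because 1 culture array was used here. The xenograft arrays and the culture array differ in their median of all genes by 1.14, which was subtracted.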

There was relatively higher expression in tissue culture of: (i) enzymes related to oxidative stress defences (glucose-6-phosphate dehydrogenase and superoxide dismutase 1), (ii) numerous metabolic enzymes and ubiquitin-conjugating enzymes and several transmembrane receptors including integrin subunits. 

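Extracellular matrix genes lay higher in the xenografts than in culture. VCAN, which encodes versican, was higher by 5.39 ± 0.37 (log2 relative to the median of all genes, SD over 5 untreated xenografts), and FN1 by 3.11 ± 0.23. The collagen genes COL1A1, COL1A2 and COL3A1 had 7.82, 4.64 and 4.37. Apart from FN1 the sizes are not exact, because in culture COL1A1 (2.93) lay under the lower quartile of the array (3.25) and VCAN, COL3A1 and COL1A2 (4.00, 4.13 and 4.56) lay near its median (4.21). Each of these lay above the culture array in 5 of 5 xenografts. Over 21 matrix genes the median was 1.12, above all 10000 random lists (percentile 100), with 14 genes higher and 7 lower. With mouse tissue RNA on the human chip, VCAN, FN1 and COL1A1 had values of 2.84, 4.20 and 2.77. COL1A2 and COL3A1 had 6.20 and 8.52, above their culture values, so mouse collagen RNA can add to both. The comparison has 1 culture array and no p-value.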

There was relatively higher expression in the xenografts of extracellular matrix components including: versican, collagens and fibronectin. The implications of these differentially expressed sets of genes are detailed in the Discussion.

***Potential for tumour-stromal cross-talk***

Given the caveat that mouse receptors may not bind human ligands and *vice versa*, we wished to identify potential cross-talk between soluble proteins secreted by stromal cells and their receptors on tumour cells, and between soluble proteins secreted by tumour cells and receptors on stromal cells. To do this we constructed a database of 352 known interactions between secreted proteins and their receptors using the published literature and the IPA database (www.ingenuity.com). We then identified which of these interactions were in theory possible in the A375 xenografts based on the expression above background levels (above mean *BioB* signal) of RNAs encoding these secreted proteins and their receptors (data from 5 untreated and 5 treated tumours. We hoped that this analysis would produce hypotheses about the action of DMXAA for further investigation. For example, based on gene expression above background levels, we found a potential for signalling between 85 soluble factors derived from stromal cells and their ligands on tumour cells in untreated xenografts. 

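Of 352 ligand and receptor pairs, 272 had both genes measured here. Above the mean BioB signal in the mean of 5 tumours, 0 pairs had the stromal ligand and the tumour cell receptor in untreated xenografts and 1 had both after DMXAA, IFNB1 with TYK2. Under this limit 1 ligand gene was above background on the mouse chip in untreated and 6 in DMXAA-treated xenografts, and 14 and 21 receptor genes on the human chip. Mean BioB was 8.89 in untreated and 8.72 in DMXAA-treated xenografts on the mouse chip and 9.11 and 8.90 on the human chip. TYK2 after DMXAA (9.109) lay above the limit of its group and under that of untreated xenografts (9.114). The pair of IFNB1 with TYK2 would therefore not be counted at the untreated limit. With 0.6 times the mean BioB value on the log2 scale, a limit chosen after seeing the values, there were 127 pairs in untreated and 145 in DMXAA-treated xenografts, 127 of them in both. With the 3' BioB signal, the pairs after DMXAA numbered 3. No test was made of these counts.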

An identical analysis of DMXAA-treated xenografts identified a set of 86 potential interactions, 75 of which intersected with the potential interactions identified in the untreated tumours. 

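Of the factors and receptors in these pairs, Ccl3 and Ccl7 on the mouse chip stayed under mean BioB in both groups, with Ccl3 at 4.91 ± 0.46 (log2, SD, n = 5) in untreated and 6.72 ± 0.83 (SD, n = 5) in DMXAA-treated xenografts. Ifnb1 was under it in untreated xenografts and above it after DMXAA. Il6 reached 8.60 after DMXAA, under mean BioB. On the human chip the kinase gene TYK2, which the paper counts among the receptors, was at 8.66 ± 0.95 and 9.11 ± 0.72. IFNAR1 was at 7.15 and 6.96 and IFNAR2 at 7.39 and 7.48, under mean BioB in both groups. IL6ST, which encodes the signalling chain of the IL-6 receptor, was at 10.55 and 10.25. None of these 4 genes passed in A375 cells (limma adjusted p = 1.00 for each). With 0.6 times the mean BioB value on the log2 scale, chosen after seeing the values, 18 pairs were present in DMXAA-treated xenografts alone, among them IFNB1 with IFNAR1, IFNAR2 and TYK2 and IL6 with IL6ST. None of these 18 pairs had CCL3 or CCL7 as the ligand.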

Some potential interactions were identified only after DMXAA treatment (e.g. proteins encoded by stromal cell-derived factors *CCL3*(MIP-1 and *CCL7*(MCP-3) with the tumour cell receptor *CCL5*, proteins encoded by stromal *IFNB1* with tumour cell receptors encoded by *IFNAR1*, *IFNAR2* and *TYK2*, as well as stromal cell-derived IL6 with tumour cell receptor IL6ST (=GP130).

***Supplementary Discussion***

Somestudies thatpreviously analysedxenografts using Affymetrix microarrays have not closely assessed whether Affymetrix probe sets cross-species hybridise . This may be justified in-part by the view that Affymetrix microarrays are unlikely to be highly susceptible to cross-specieshybridisation due to their design, including the over-representation of probes from 3’ UTR sequences, in which there is greater than 10% DNA divergence between mouse and human sequences. Studies that have investigated Affymetrix human-mouse cross-species hybridisation have found that it is relatively uncommon. Based on results of a control experiment designed to identify cross-species hybridising probe sets, we flagged 16 % and 14 % of mouse 430v2 and human U133plus2 probe sets, respectively, as clearly capable of human-mouse cross-species hybridisation. These percentages are significantly more conservative than the 4.4% of Affymetrix probe sets identified as cross-species hybridisers by Samuels and co-workers , and the 6% identified by both Naef and Huelsken and by Wilson and colleagues . However, our cross-species hybridisation control experiment was based on small numbers of microarrays and may be specific for the RNA profiles of the cell types we were studying; therefore it will require careful use outside of this context.

**References**

Becker M, Sommer A, KrÃ¤tzschmar JrR, Seidel H, Pohlenz H-D, Fichtner I (2005) Distinct gene expression patterns in a tamoxifen-sensitive human mammary carcinoma xenograft and its tamoxifen-resistant subline MaCa 3366/TAM. *Molecular Cancer Therapeutics***4**(1)**:** 151-170

Creighton C, Kuick R, Misek D, Rickman D, Brichory F, Rouillard J-M, Omenn G, Hanash S (2003) Profiling of pathway-specific changes in gene expression following growth of human cancer cell lines transplanted into mice. *Genome Biology***4**(7)**:** R46

Daniel VC, Marchionni L, Hierman JS, Rhodes JT, Devereux WL, Rudin CM, Yung R, Parmigiani G, Dorsch M, Peacock CD, Watkins DN (2009) A Primary Xenograft Model of Small-Cell Lung Cancer Reveals Irreversible Changes in Gene Expression Imposed by Culture In vitro. *Cancer Research***69**(8)**:** 3364-3373

Hull ML, Escareno CR, Godsland JM, Doig JR, Johnson CM, Phillips SC, Smith SK, Tavare S, Print CG, Charnock-Jones DS (2008) Endometrial-Peritoneal Interactions during Endometriotic Lesion Establishment. *Am J Pathol***173**(3)**:** 700-715

Morimoto AM, Tan N, West K, McArthur G, Toner GC, Manning WC, Smolich BD, Cherrington JM (2004) Gene expression profiling of human colon xenograft tumors following treatment with SU11248, a multitargeted tyrosine kinase inhibitor. *Oncogene***23**(8)**:** 1618-1626

Naef F, Huelsken J (2005) Cell-type-specific transcriptomics in chimeric models using transcriptome-based masks. *Nucleic Acids Research***33**(13)**:** e111

Samuels A, Peeva V, Papa R, Firth M, Francis R, Beesley A, Lock R, Kees U (2010) Validation of a mouse xenograft model system for gene expression analysis of human acute lymphoblastic leukaemia. *BMC Genomics***11**(1)**:** 256

Wilson CL, Sims AH, Howell A, Miller CJ, Clarke RB (2006) Effects of oestrogen on gene expression in epithelium and stroma of normal human breast tissue. *Endocr Relat Cancer***13**(2)**:** 617-628

**Captions for Supplementary Figures**

**Supplementary Figure 1.**(A) Representative FSC/SSC profiles displaying the distribution of cells in the light scatter according to size (FSC) and intracellular granulation (SSC), and showing doublet exclusion: P1 gate determined based on the distribution of CD45+ cells after back-gating (not shown). Doublets were excluded after P2- and P3-gating from pulse height and width for FSC and SSC respectively. (B-E) Subsequent analyses performed on P3-gated singlet events. Rows B-E: Dot-plots and corresponding histograms of unstained controls (red) and stained samples (blue). Plots are arranged in columns based on treatment: untreated, and 1, 3, and 7 days after treatment with DMXAA (25 mg/kg) from left to right. Plots B-D represent samples stained with the myeloid panel of antibodies, E represents samples stained with the lymphocyte panel of antibodies.

(B) Singlet (P3-gated) events analysed according to live/dead discriminator (DAPI) staining and expression of CD45 (leukocyte common antigen). Numbers in top left quadrant indicate total counts for DAPI- (Live) CD45+ cells.

(C-D) Live CD45+ tumour infiltrating leukocytes (TILs) were analysed according to surface expression of CD11b and CD11c (C), and CD11b+/CD11c- events were subsequently analysed according to surface expression of granulocytic marker Ly6G and mature macrophage marker F4/80(D). Numbers indicate the percentage of parent events for the corresponding quadrant.

(E) Live CD45+ TILs analysed according to surface expression of CD3 and CD19 (not shown), and then CD3-/CD19- events analysed according to NKp46 and CD45R. Numbers indicate the percentage of parent events for the corresponding quadrant.

**Supplementary Figure 2.**Labelled human and mouse RNAs were hybridised to both human U133plus2 (A and C) and mouse 430 v2 (B and D) Affymetrixgenechips. Boxplots (A and B) show the signal distributions of all probes on the chips before normalization or summarization; the same-species and cross-species hybridisations produced different data distributions. Graphs (C and D) show the distribution of the replicate hybridisation spike probes, for these spike probes the same-species and cross-species hybridisations produced similar data distributions. Therefore, these spike probes were treated as invariant genes and chips were normalised to one another at the probe level using a simple linear transformation based on a fitted line through the average of these replicate spike probes. These were coloured as follows: *BioB*=green*, BioC*=red*, BioD*=dark blueand*Cre*=sky blue. The normalized data from these chips were then used to estimate to potential of each probe set on the human and mouse chips for cross-species hybridisation.

Supplementary Figure 3.qRT-PCR of xenograft samples by using species-specific primers. The expression level (y-axis) of mouse (A and B) and human (C and D) *CCL3, CCL4*and *CCL7* RNAs were measured relative to invariant controls using species-specific quantitative RT-PCR. UT1, UT2, UT3, UT4 and UT5 represent the five untreatedxenograft samples, while DMXAA1, DMXAA2, DMXAA3, DMXAA4 and DMXAA5 represent the five DMXAA-treatment xenograft samples. Panel A and C represents different batch experiment from panel B and D.

**Supplementary File 1.** The probe sets we estimated were likely to cross-species hybridise on mouse 430 v2 and human U133plus2 Affymetrixgenechips are shown in columns A and B, respectively. The probe sets we estimated were unlikely to cross-species hybridise on mouse 430 v2 and human U133plus2 Affymetrixgenechips are shown in columns C and D, respectively.

**Supplementary File 2.**The 264 mouse probe sets differentially expressed between control and DMXAA-treated cells so that p ≤0.05 and fold change of ≥1.5 up or down are listed. The probe ID and official green symbol (OGS) are shown in columns A and B, respectively. The type of protein encoded by the RNA (identified using the IPA database) is shown in column C, the file is sorted based on this column. Fold change and p-value are shown in columns D and E, respectively. Probe sets that we identified from the control experiments as likely to cross hybridise or unlikely to cross-species hybridise are indicated by dots in columns F and G, respectively.

**Supplementary File 3.**The 262 human probe sets differentially expressed between control and DMXAA-treated cells so that p ≤0.05 and fold change of ≥1.5 up or down are listed. The probe ID and official green symbol (OGS) are shown in columns A and B, respectively. The type of protein encoded by the RNA (identified using the IPA database) is shown in column C, the file is sorted based on this column. Fold change and p-value are shown in columns D and E, respectively. Probe sets that we identified from the control experiments as likely to cross hybridise or unlikely to cross-species hybridise are indicated by dots in columns F and G, respectively.

**Supplementary File 4 –** Comparison of gene expression in A375 cells in tissue culture and in xenografts. 657 Affymetrix probe sets were identified that were differentially expressed (p≤0.05 and ≥1.5-fold up- or down-regulated) between A375 cells in tissue culture and in xenograft tumours. Columns A-G of this file shows respectively: the Affymetrix probe set ID, official gene symbol, gene name, cellular location of encoded protein, type of encoded protein, fold change (on log2 scale) and q value (p value adjusted to control false discovery using Benjamini Hochberg method).

**Supplementary File 5 –**Bioinformatic assessment of the potential for tumour-stromal cross-talk based on gene expression. Combinations of RNAs expressed above background levels in the tumour and stromal cells of treated xenografts (average of n=5) and untreated xenografts (average of n=5) were compared to 352 previously-identified interactions between secreted proteins and their membrane receptors. Column A shows the RNAs encoding proteins secreted into the extracellular space that have previously been shown to bind to or activate the plasma membrane receptors listed in column B. Columns C and D show the types of secreted proteins and membrane receptors that are encoded by the RNAs listed in columns A and B, respectively. Columns E-L show 1 if the RNA is expressed above background levels in the condition indicated, and 0 if expressed below background levels. As indicated by the column headers, columns E-H show the expression in un-treated xenografts, while columns I-L show the expression in DMXAA-treated xenografts. Columns E, F, I and J indicate the expression of RNAs encoding proteins secreted into the extracellular space while columns G, H, K, and L indicate the expression of RNAs encoding membrane receptors. Columns E, G, I and K indicate the expression of RNAs by stromal cells, while columns F, H, J and L indicate the expression of RNAs by tumour cells. Sorting this matrix using a spreadsheet application can identify the potential, based on RNA expression information, for stroma-tumour, tumour-stroma, stroma-stroma and tumour-tumour cross talk.

How the deposited data were processed for this re-analysis (not part of the article)

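A375 human melanoma cells were grown under the skin of CD-1 nude mice, and RNA of 5 untreated tumours and of 5 tumours taken 4 h after 25 mg per kg DMXAA was hybridised to Affymetrix human U133plus2 and mouse 430v2 chips. Each chip also received RNA of cultured A375 cells and RNA of mixed mouse tissues on 1 array each, which makes 12 arrays per chip. The authors made the deposited log2 values with the RMA algorithm of the affy package, whose versions are not given in the sources used here. The values of a chip do not share one distribution across the 2 experiments (replicates 1 and 2, replicates 3 to 5) and the control arrays. The split into experiments rests on the form of the sample names of the human chip, on the quantitative PCR of the paper, made in experiments of 2 and 3 xenografts, and on those distributions, and the paper does not name it as a factor.

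From the log2 values, DMXAA minus untreated was fitted per probe set with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided) with the experiment as covariate, over the 45037 mouse and 54613 human probe sets that are not Affymetrix controls, and p-values were adjusted by the Benjamini-Hochberg method. A probe set counted as changed at an adjusted p under 0.05. Counts at the study's criteria use an unadjusted p under 0.05 and a fold change of at least 1.5. The interaction of experiment and treatment was tested in the same way. For tumour against stroma, limma was run on the mouse-chip value minus the human-chip value of each tumour for 13637 genes. Gene symbols came from the annotation of the chips, with human symbols updated. On the mouse chip 34945 probe sets have 1 symbol, 932 several and 9160 none, and on the human chip 41091, 1801 and 11721. Probe sets with several symbols were not named by gene. A gene was read from the probe set with the highest mean over the 10 xenograft arrays.

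For each chip 31 gene lists were fixed before the data were examined, from textbook knowledge of interferon, NF-κB, TNF-α and IL-6 signalling, immediate early and feedback genes, innate sensors, receptors, coagulation, hypoxia, heat shock, erythroid, leukocyte, endothelial, fibroblast, keratinocyte, muscle, fat, melanocyte, proliferation, oxidative stress, matrix, ubiquitin, integrin and metabolic genes, and from Tables 1 and 2, whose values had been seen. They were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, and adjusted over the 31 lists of a chip. Named genes were every gene that the paper names for the array data, the 10 probe sets per direction with the largest change among those that passed and changed the same way in both experiments (or, where fewer passed, those next in p at a fold change of at least 1.5), and up to 4 members per list with the smallest p. The mouse genes Nupr1, Mt1, Rnd3, Tiparp and Vmp1 and the human genes RND3, TIPARP, VMP1, IFIT1, RSAD2, ATF3 and PPP1R15A were added after their values were seen.

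Cross-species signal was counted as a value with RNA of the other species of at least 0.6 times the mean BioB signal on the linear scale. Ligand and receptor pairs were taken from the paper's supplementary file. Xenografts were compared with culture without a test, because 1 culture array was used here where the paper gives 5 cultures, and list medians were set against 10000 random lists matched in 20 bins of mean expression. Correlations of RNA and protein used 100000 permutations. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps. Tested on simulated data with the same design, limma recovered 89% of mouse probe sets changed by a log2 fold of 1 and 99% of those changed by 2, and 71% and 96% of human ones, with 9 false calls on each chip. These rates hold for simulated data with 100 changed probe sets per size. In the tumours, LINC-PINT at 1.36 and TM4SF1 at 1.05 did not pass on the human chip. The rates therefore do not show that A375 cells had no change.

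The sensitivity of an array is limited by its signal over background. Mean BioB ranged from 7.93 to 9.35 on the mouse chip and from 8.08 to 9.45 on the human chip over the xenograft arrays, and 0.802% to 4.19% and 3.93% to 23.4% of probe sets reached it. The mean correlation of an array with the others of its experiment was 0.957 to 0.982 on the mouse chip and 0.940 to 0.990 on the human chip. Alternatives left out the experiment term, used each experiment alone, left out each array in turn, used the replicate number as a block, kept bright probe sets only, normalized or centred the values again, used limma's trend and robust prior, left out cross-species probe sets, and weighted the arrays. Gene Ontology and Ingenuity annotation, promoter motifs, and overlap or set tests on the paper's cross-species list and culture list, which were held in part, were not used here.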

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

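Tests of the human haemoglobin probe sets, of other splits of the tumours for the stromal and A375 probe set counts, and of splits balanced over the experiments were chosen after those results were seen, and the other tests before. Of 202 groups of 5 tumours examined for a sample far from the rest, 15 had one, where chance gives 10.1, since about 5% of groups are picked by chance.

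DMXAA replicate 2 was far from the other 4 DMXAA tumours on the mouse chip at Ifnb1 (7.87, log2), Ifit1 (7.61), Tnfaip3 (6.72), Ccrl2 (6.72), Tnf (6.64) and Cxcl2 (4.32), where it lay lowest, and on the human chip at NFKBIA (8.59) and IL6ST (8.87). Its 3' minus 5' difference was 2.12 for mouse GAPDH (at most 0.723 on the other 9 arrays) and 0.957 for human GAPDH (at most 0.312). The lowest margin over actin and GAPDH on the human chip was 0.645, and so degraded RNA may contribute. Keratinocyte markers on the mouse chip lay 3.28 above the other 3 arrays of its experiment, so another share of skin in the piece may contribute as well. A smaller response of that tumour stays open, as the interferon-stimulated genes lay at -0.62 relative to DMXAA replicate 1 in the median, and these explanations cannot be told apart in 1 tumour.

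Of 2 probe sets on the mouse chip that the study lists as haemoglobin alpha 1 rose and the other had 2.82 without passing (limma adjusted p = 0.0989). Other haemoglobin probe sets of that list had 0.78 and 1.08, and those of Hba-a2 and Hba-a1 outside it had 0.16 and 0.05. With mouse tissue RNA all of these lay at 3.37 to 4.64, under the array median of 4.93, so they can say little about haemoglobin. Mouse probe sets outside that list with several gene names or none were not surveyed, so other haemoglobin probe sets may have been missed. In addition, 4 haemoglobin probe sets of the human chip were higher at the study's criteria, by 0.59 to 2.64. Over these 4 the median of mouse tissue RNA minus A375 RNA was 0.0123 and 2 were brighter with mouse tissue RNA, so mouse blood RNA may account for part of them, as at 1 HBE1 probe set with a difference of 8.44, and not for another with -5.30. On the mouse chip, neutrophil markers had a median of 0.11 and erythroid genes other than globins 0.16 (5 genes, -0.11 to 1.18). Whether more blood of every kind or more red cell precursors stood behind it stays open. Bleeding into the tumour, as the paper describes, was not tested.

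Immediate early genes were higher as a list on the human chip (camera adjusted p = 7.07e-10), and not with an estimated correlation (adjusted p = 0.0659). If mouse RNA had given these signals, mouse tissue RNA would have lit the human probe sets about as much, but the untreated xenografts lay 5.16 above it in the median of 12 genes as bright with mouse tissue RNA on the mouse chip (1.95 to 7.03), which argues against mouse RNA as the source. Handling of the tumours and an effect of DMXAA on A375 cells were not tested apart and stay open.

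The DMXAA effect in the stroma minus that in A375 cells passed a test of the difference (limma) at CXCL10 (3.91), RND3 (1.73), RSAD2 (4.28), IFNB1 (3.82), CCL7 (2.36), CCL4 (2.00), CCRL2 (2.72), TIPARP (1.18), IFIT1 (4.30), PPP1R15A (1.62), ATF3 (1.09) and, in the other direction, VMP1 (-1.20). Without the experiment term CXCL10 and IFNB1 alone passed, and with the chips fitted separately RND3, TIPARP and VMP1 did not. With 1 array left out, PPP1R15A passed only without DMXAA replicate 2 and ATF3 only without untreated replicate 2 or DMXAA replicate 2. TIPARP passed only without DMXAA replicates 1, 2 or 5. ATF3 and TIPARP did not pass with the replicate number as a block (limma adjusted p = 0.262 and 0.134). The sizes for CXCL10 and IFNB1 are not exact, because both lay under the array median on the human chip. Whether chance can be excluded was tested with 100 splits of the 10 tumours into groups of 5 and with the 60 splits that keep the experiments balanced, as the treatment does. It can for the 12 genes (1 of 100 splits gave as many, the real one, highest other 2, and 1 of 60, highest other 1) and for the 29 stromal probe sets (1 of 100, highest other 3, and 1 of 60, highest other 0). It can for the 18 shifted lists on the mouse chip by 1 list (1 of 100 and 1 of 60, highest other 17 in both), a narrow margin, as 14 to 18 lists shifted without 1 array. It cannot for the 316 stromal probe sets at the study's criteria (19 of 100, highest other 993, and 5 of 60, highest other 475) or the 222 of A375 cells (34 of 100, highest other 2499, and 15 of 60, highest other 735). For the 12 shifted lists on the human chip the tests part (7 of 100, highest other 15, and 2 of 60, highest other 12), which leaves chance open. For the 0 A375 probe sets after adjustment every split gives as many (100 of 100, highest other 3, and 60 of 60, highest other 1), so these tests say nothing there. The splits with 993 and 2499 probe sets had 4 and 3 of the 4 arrays of the first experiment in 1 group, so a difference between the experiments may contribute to them.

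Ccl4 on the mouse chip was highest in DMXAA replicate 1 (10.49). TYK2 on the human chip was lowest there (7.84). TNFAIP3 on the human chip was lowest in untreated replicate 1 (6.59). Keratinocyte markers on the mouse chip lay -2.27 from the other arrays of the experiment in untreated replicate 2, and erythroid and haemoglobin genes -0.0736 in DMXAA replicate 1, far from the other 4 tumours of their group. 1 probe set that has no gene name here and is not in the study's list rose by 1.17 (log2, limma adjusted p = 0.00892) in the stroma.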

How the results depend on the processing

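Array weights, quantile normalization without an experiment term, all but 1 of the settings for tumour against stroma, most of those for the gene lists (single arrays left out among them), those for the interaction and the log2 limit for pairs were chosen after seeing the data, and the other settings before. The 29 stromal calls became 7 without the experiment term, 7 with quantile normalization and no experiment term, 0 in the first and 120 in the second experiment alone, 5 among 687 probe sets at or above mean BioB, 102 with array weights, 316 at the study's criteria and 14 to 106 without 1 array. With the replicate number as a block there were 13 calls, 12 of them shared. Whether the replicate numbers pair the tumours is not stated in the sources used here. Correlations of same-numbered tumours ran from -0.23 to 0.27 on the mouse chip and -0.34 to 0.43 on the human chip, over 0.1 for 1 of 5 pairs on each. With 2 or 3 tumours per group in an experiment, these correlations cannot decide it. The 0 calls in A375 cells became 8 in the second experiment alone, 8 with array weights, 222 at the study's criteria and 0 to 13 without 1 array.

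At the study's criteria, stromal probe sets raised numbered 7 at or above BioB and 140 to 240 without 1 array, and those lowered 41 without the experiment term, 63 with quantile normalization and no experiment term, 68 and 448 in the first and second experiments, 2 at or above BioB and 102 to 485 without 1 array. A375 probe sets raised numbered 45, 85, 200, 282 and 20 under the same settings and 107 to 312 without 1 array, and those lowered 18, 55, 56, 221 and 2, 56 with array weights and 59 to 442 without 1 array. Shifted lists numbered 8 (mouse) and 0 (human) with an estimated correlation and 14 to 18 and 6 to 12 without 1 array. The interaction gave 0 to 1013 and 0 to 7360 probe sets without 1 array. Tumour against stroma gave 2 genes without the experiment term, 24 in the second experiment and 3 to 29 without 1 array. Probe sets with cross-species signal numbered 4312 (mouse) and 4762 (human) on the log2 scale and 382 and 181 at 1.0 times BioB.

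In xenografts against culture, quantile normalization gave -0.13 for oxidative stress defence, 0.19 (turned) for glycolysis and TCA enzymes, 0.0302 for ubiquitin-conjugating enzymes and 1.54 for matrix genes, and the first experiment alone -0.66 for ubiquitin-conjugating enzymes, -0.44 for integrins and 0.85 for matrix genes. Potential interactions numbered 127, 145 and 127 (untreated, DMXAA, both) at 0.6 times BioB on the log2 scale and 3 after DMXAA with the 3' BioB signal. Interferon-stimulated genes on the human chip turned upward without untreated replicate 5 (camera adjusted p = 0.0290, 0.0290 to 0.946 over the arrays left out) and were lower without DMXAA replicate 2 (0.0449). Proliferation genes turned upward without DMXAA replicate 2 (0.0389, 0.0389 to 0.591). In the first experiment alone Adm had -0.34 and Postn 0.24 on the mouse chip, the other direction than overall. Of values for named mouse genes that passed, 324 of 462 kept their side of the threshold and 138 fell short of it. The cause was not tested, apart from fewer probe sets or tumours where a setting leaves some out. The share of probe sets near background limits what the chips can show.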

Differences from the paper's values

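No test in this part was chosen after its result was seen apart from the log2 limit for pairs. Values were taken to differ when one was more than 1.5 times the other and, for RNA fold changes, when they also lay farther apart than the SD of the replicates. At the same criteria, the paper's 98 lowered stromal probe sets stand beside 150 here. Of 19 alternatives set before the data were examined, 10 did not differ, which are the replicate block (137), leaving out untreated replicates 2, 4 or 5 (107, 105 and 138) or DMXAA replicates 2, 4 or 5 (102, 142 and 145), the first experiment alone (68), quantile normalization (130) and the trend and robust prior (133), and the other 9 differed. The paper's 30 lowered A375 probe sets stand beside 91, and 0 of 19 alternatives came within reach.

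The paper's 7176 mouse and 7797 human probe sets with potential cross-species signal stand beside 585 and 290, and all 3 alternatives on each chip differed too. Its 6105 mouse probe sets without such signal stand beside 4021, and 1 of 3 alternatives did not differ (4147 at 1.0 times BioB). Its 85, 86 and 75 potential interactions in untreated, DMXAA-treated and both stand beside 0, 1 and 0, and both alternatives set beforehand differed too (0, 3 and 0 with the 3' BioB signal, 0, 1 and 0 with the brightest probe set). The log2 limit chosen after seeing the values gave 127, 145 and 127. The paper's legend gives 262 regulated human probe sets and its list holds 147 rows.

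In Table 1 the paper gives RNA fold changes of 7.7 for Il6 and 2.6 for Cxcl2, beside 32.3 and 5.51 here. The size of 32.3 is not exact, because Il6 in untreated tumours lay near the lower quartile of the arrays. The first experiment alone gave 7.73 and 2.62, and Cxcl2 did not differ either without DMXAA replicate 1 (4.53) or DMXAA replicate 3 (4.67). The other alternatives differed. In Table 2 the paper gives 2.7 for CCL2 and 1.9 for VEGFA, beside 1.42 and 1.20. For CCL2 the first experiment alone (2.65) and leaving out DMXAA replicate 5 (1.77) did not differ, and for VEGFA leaving out untreated replicate 2 (1.36), untreated replicate 4 (1.32) or DMXAA replicate 4 (1.38) did not. Within 0.05 of the paper's fold lay 25 of 28 genes of Table 1 and 19 of 30 of Table 2 with the first experiment alone, against 4 and 13 over all tumours. Most RNA folds of Table 1 were thus those of the first experiment alone. Setting them beside values over all tumours may therefore compare different samples. Table 1 does not state which tumours its RNA folds rest on.

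The paper states in one place that NF-κB, TNF-α, IL-6 and IFN-β were not induced as RNA. Elsewhere it counts Il6 among the induced stromal transcripts, with 7.7 in Table 1, and IFNB1 among the induced RNAs. Here Ifnb1 rose by 4.04 and Il6 by 5.01 (limma adjusted p = 0.000361 and 0.0434), while Tnf had 0.52 and Rel 0.39 without passing. It also states that IFNA1 was induced, where Ifna1 had 0.21 (limma adjusted p = 0.845) and IFNA1 0.12. Of the 238 probe sets in its stromal list 28 passed here and 188 met its criteria, and of 147 in its A375 list 0 and 101. Its listed log2 fold changes correlate with those here at 0.996 and 0.987 across probe sets. Its A375 list holds FAH at 0.149 (the paper's p 0.57161), LOC100506418 at -0.122 (0.39433) and ANPEP at 0.344 (0.303), outside its stated criteria. Its text gives the cross-species shares of the 2 chips in opposite order in the methods and the supplement.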

Other observations

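Apart from Nupr1 and Mt1, which were singled out after their values were seen, the lists below were fixed before the data were examined. In the stroma, the stress-induced gene Nupr1 rose by 1.10 (log2, standard error 0.14, limma adjusted p = 0.0124) and the metallothionein gene Mt1 by 1.30 (standard error 0.17, limma adjusted p = 0.0158). Nupr1 did not pass without untreated replicates 2 or 4 (limma adjusted p = 0.0540 and 0.0588), nor Mt1 without untreated replicates 1, 4 or 5 or DMXAA replicate 3 (0.0613, 0.0775, 0.0732 and 0.0673). Neither passed without the experiment term, nor Nupr1 with the replicate number as a block. Of 15 genes of coagulation and endothelial activation none passed and 3 were higher when adjusted over the list alone, and the list shifted up (camera adjusted p = 0.000133, and 0.0197 with an estimated correlation), with the tissue factor gene F3 at 1.01 (limma adjusted p = 0.406), Serpinb2 at 1.77 (0.588) and Selp, which encodes P-selectin, at 0.46 (0.510). Of 8 measured erythroid and haemoglobin genes none passed and 3 were higher over the list alone (camera adjusted p = 0.00108, and adjusted p = 0.0607 with an estimated correlation), with Alas2, of haem synthesis, at 1.18 (limma adjusted p = 0.114, or 0.0192 without DMXAA replicate 1). The haemoglobin alpha probe set that rose is not in this list, because it has no single gene name here. Hypoxia-responsive genes stood higher (median 0.11, camera adjusted p = 0.00268, and 0.149 with an estimated correlation; 0.0618 without DMXAA replicate 5).

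Markers of host cells in the stroma did not pass gene by gene. The monocyte and macrophage list (median -0.14) and the endothelial list (-0.12) each had camera adjusted p = 0.0393, though both medians turned in the first experiment (0.14 and 0.07, against -0.37 and -0.16 in the second), and with an estimated correlation adjusted p = 0.508 and 0.327, with Cx3cr1 at -0.63 (limma adjusted p = 0.415) and the endothelial transcription factor gene Sox18 at -0.59 (limma adjusted p = 0.242). Proliferation genes (-0.06) and integrins (-0.07) were lower (camera adjusted p = 0.0365 and 0.0200, and 0.508 and 0.103 with an estimated correlation). Skeletal muscle markers had 0.91 (0.0193, and 0.542 with an estimated correlation), 0.17 in the first and 1.43 in the second experiment, and glycolysis and TCA enzymes 0.09 (0.0214, and 0.542). Single arrays decided each of these calls. Macrophages did not shift without untreated replicates 2, 3 or 4 or DMXAA replicates 3 or 4 (adjusted p up to 0.279), endothelium without untreated replicates 3 or 4 or DMXAA replicates 1, 3 or 5 (0.248), proliferation without untreated replicates 2 or 3 or DMXAA replicates 1, 2 or 5 (0.419), integrins without untreated replicate 4 or DMXAA replicates 3 or 4 (0.123), muscle without untreated replicates 4 or 5 or DMXAA replicate 4 (0.340) and glycolysis without untreated replicates 1 or 5 or DMXAA replicates 2 or 4 (0.438). Not shifted in camera were neutrophil markers (adjusted p = 0.0687), NK, T and B cells (0.910), dendritic cells (0.701), fibroblasts (0.370), keratinocytes (0.275), adipocytes (0.648), melanocyte genes (0.725), heat shock (0.495), oxidative stress (0.474), matrix (0.973) and ubiquitin-conjugating enzymes (0.147). Of these, neutrophil markers shifted without untreated replicate 5 (0.0130) or DMXAA replicate 1 (0.0370), heat shock genes without DMXAA replicate 2 (0.0105), keratinocytes without DMXAA replicate 1 (0.0215) and ubiquitin-conjugating enzymes without untreated replicate 1 (0.0133).

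In A375 cells, hypoxia-responsive genes (median 0.16), heat shock genes (0.11), glycolysis and TCA enzymes (0.23), feedback inhibitors (0.06), matrix genes (0.15) and pathway heads (0.20) stood higher (camera adjusted p = 0.00145, 0.00792, 0.00276, 0.00145, 0.0379 and 0.0420), and NK, T and B cell markers lower (-0.08, 0.0137). None held with an estimated correlation (adjusted p = 0.512, 0.512, 0.512, 0.163, 0.608, 0.260 and 0.512), and the median of feedback inhibitors was 0.18 in the first and -0.01 in the second experiment. Apart from feedback inhibitors, single arrays decided these calls too, with the highest adjusted p at 0.187 for hypoxia (lost without untreated replicates 1 or 3 or DMXAA replicates 1 or 5), 0.162 for heat shock (untreated replicate 1, DMXAA replicates 1 or 3), 0.160 for glycolysis (untreated replicate 1, DMXAA replicate 2), 0.488 for matrix (untreated replicates 1, 2 or 5, DMXAA replicates 2, 3 or 4), 0.176 for heads (untreated replicates 1, 2, 3 or 4, DMXAA replicates 1 or 5) and 0.194 for NK, T and B cells (untreated replicates 1 or 5, DMXAA replicates 1, 2 or 3). Not shifted were erythroid genes (0.0501), adipocytes (0.0690), oxidative stress (0.0713), receptors (0.106), melanocyte genes (0.128), endothelium (0.316), ubiquitin-conjugating enzymes (0.316), neutrophils (0.317), keratinocytes (0.390), muscle (0.489), proliferation (0.628), macrophages (0.772), coagulation (0.772), interferon-stimulated genes (0.772), sensors (0.834), integrins (0.834), dendritic cells (0.880) and fibroblasts (0.889). Of these, erythroid genes shifted without untreated replicates 1 or 5 (0.0312 and 0.0290) or DMXAA replicates 1 or 3 (0.0193 and 0.0218), adipocytes without untreated replicates 2 or 4 (0.0301 and 0.0409), oxidative stress without untreated replicate 2 or DMXAA replicate 4 (0.0204 and 0.0301), receptors without untreated replicate 3 or DMXAA replicate 5 (0.0162 and 0.0438), melanocyte genes without untreated replicate 3 (0.0136), keratinocytes and proliferation genes without DMXAA replicate 2 (0.0225 and 0.0389), and interferon-stimulated genes without untreated replicate 5 (0.0290) or, in the other direction, DMXAA replicate 2 (0.0449). Against culture, hypoxia-responsive genes lay higher in the xenografts (0.64, percentile 100 of random lists), with NDRG1 at 3.04 and ADM at 1.95, and NF-κB targets lower (-0.61, percentile 0.01), with CXCL8 at -3.15. The melanocyte genes MIA and SOX10 had -3.76 and -2.82 (median of the list -0.32).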
